# ATF3-Induced Mammary Tumors Exhibit Molecular Features of Human Basal-Like Breast Cancer

**DOI:** 10.3390/ijms22052353

**Published:** 2021-02-26

**Authors:** Leqin Yan, Sally Gaddis, Luis Della Coletta, John Repass, Katherine Leslie Powell, Melissa S. Simper, Yueping Chen, Michelle Byrom, Yi Zhong, Kevin Lin, Bin Liu, Yue Lu, Jianjun Shen, Michael C. MacLeod

**Keywords:** ATF3, mouse model, breast cancer, basal-like, RNA-Seq, miRNA, *Mir145*, *Mir143*

## Abstract

Basal-like breast cancer (BLBC) is an aggressive and deadly subtype of human breast cancer that is highly metastatic, displays stem-cell like features, and has limited treatment options. Therefore, developing and characterizing preclinical mouse models with tumors that resemble BLBC is important for human therapeutic development. *ATF3* is a potent oncogene that is aberrantly expressed in most human breast cancers. In the BK5.ATF3 mouse model, overexpression of *ATF3* in the basal epithelial cells of the mammary gland produces tumors that are characterized by activation of the Wnt/β-catenin signaling pathway. Here, we used RNA-Seq and microRNA (miRNA) microarrays to better define the molecular features of BK5.ATF3-derived mammary tumors. These analyses showed that these tumors share many characteristics of human BLBC including reduced expression of *Rb1*, *Esr1*, and *Pgr* and increased expression of *Erbb2*, *Egfr*, and the genes encoding keratins 5, 6, and 17. An analysis of miRNA expression revealed reduced levels of *Mir145* and *Mir143*, leading to the upregulation of their target genes including both the pluripotency factors *Klf4* and *Sox2* as well as the cancer stem-cell-related gene *Kras*. Finally, we show through knock-down experiments that *ATF3* may directly modulate *MIR145/143* expression. Taken together, our results indicate that the *ATF3* mouse mammary tumor model could provide a powerful model to define the molecular mechanisms leading to BLBC, identify the factors that contribute to its aggressiveness, and, ultimately, discover specific genes and gene networks for therapeutic targeting.

## 1. Introduction

Basal-like breast cancer (BLBC) is one of the most aggressive and deadly subtypes of human breast cancer, primarily affecting mostly young women and marked by highly proliferative cells and high rates of metastasis to the brain and lungs [1]. Notably, 50–80% of human breast cancers express high levels of the bZip transcription factor ATF3 [2,3], and *ATF3* mRNA levels increase when adult cells are exposed to stress signals [4], such as those produced in response to DNA damage [5,6] or other cellular stress [7]. Additionally, immunohistochemical analyses of human breast tumors revealed that ATF3 expression in most tumors is stromal [2] but that 20–25% of human tumors exhibit strong nuclear ATF3 expression in the epithelial compartment of the tumor. These findings suggest that ATF3 may play a role in human breast cancer, particularly in the basal-like subtype of breast cancer.

When overexpressed in the basal epithelial cells of the mouse mammary gland and in the absence of other alterations, *Atf3* acts as an oncogene that can induce frank carcinomas [2]. *Atf3* also promotes metastasis in a xenograft model [3,8] and is required for Ras-mediated transformation in mouse embryo fibroblasts [9]. In the mammary gland, *Atf3*-induced tumorigenesis is accompanied by activation of both the Wnt/β-catenin signaling pathway and the MAPK pathway [10], resulting in the upregulation of Jun and several positive-acting Wnt ligands. Activation of the Wnt/β-catenin signaling pathway has also been associated with mouse tumor initiating cells [11], and MAPK activation has been linked to stem and/or cancer progenitor cell proliferation [12]. These pathways are also commonly activated in BLBC [13,14,15,16,17,18].

Mammary tumors in BK5.ATF3 mice express cytokeratins characteristic of both the luminal (*Krt8*) and myoepithelial (*Krt5*) differentiation pathways [10], suggesting that stem or bipotent progenitor cells may be the target for malignant transformation in this model. Similarly, when a constitutively active β-catenin transgene is overexpressed in basal cells of the mammary gland, it results in the expression of luminal and myoepithelial differentiation pathways [19]. Although the ability of ATF3 to regulate transcription of specific genes has been studied in numerous systems [4,8,20], no previous mechanistic studies have identified Wnt pathway genes or genes that lead to MAPK activation among the targets of ATF3. To molecularly characterize mouse mammary gland tumors and address the possible importance of transcriptional dysregulation in the BK5.ATF3 tumor model, we examined both mRNA and miRNA expression patterns in mammary tumor tissue derived from parous BK5.ATF3 female mice compared to the expression patterns in normal, adjacent mammary glands of the same transgenic mice. We compared these expression patterns to the gene expression patterns of five expression-defined subtypes of human breast cancers [21], and to the expression patterns of 27 genetically engineered mouse models of human breast cancer [22]. We present several lines of evidence supporting the idea that the dysregulated expression patterns of individual genes and enriched molecular pathways in these BK5.ATF3 mammary gland tumors are consistent with the hallmarks of basal-like human breast cancer. We have also identified several dysregulated miRNAs that appear to be involved in the expansion of stem or progenitor cell populations in murine mammary glands [23]. Taken together, our results indicate that the BK5.ATF3 mouse model may provide a robust model for investigating the cellular mechanisms that contribute to BLBC.

## 2. Results

### 2.1. Gene Expression Pattern of ATF3-Induced Mammary Tumors is Consistent with Characteristics of Human Basal-Like Breast Cancers

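RNA-Seq data were analysed here from 6 libraries of 3 parous BK5.ATF3 transgenic mice, with the library names M11035, M11640 and M9232 for the glands and T11035, T11640 and T9232 for the tumors. From each mouse, the authors sequenced 1 mammary tumor (T) and the matched normal, adjacent mammary gland (M), so n = 3 for each tissue. Both tissues came from transgenic animals, so the comparison is between tumor and gland and not between transgenic and wild-type mice. The authors mapped the read pairs to the mouse genome (mm9) with TopHat and counted the fragments on each RefSeq gene with htseq-count. They removed genes with fewer than 10 fragments across all samples and deposited each gene's expression as CPM on edgeR's effective library size. The deposited table lists 15280 genes by gene symbol, and the lowest total over the 6 libraries was 11 fragments. Every value was a whole multiple of 1 step per library, so the number of fragments behind each CPM could be recovered. Between 4750989 and 7806908 fragments per library fell on genes, with a median of 6127715 in the normal glands and 6948233 in the tumors. A gene with 3 fragments, taken here as the floor of detection, had between 0.393 and 0.610 CPM depending on the library. These floors cover counting error only, since copies of a fragment made by PCR are not independent molecules. The 10 most abundant genes took between 8.25% of the fragments in tumor T11640 and 13.8% in normal gland M11035. Across genes, which are not independent replicates, the log2 CPM of 2 libraries of the same tissue correlated with r between 0.949 and 0.980. For 2 libraries of different tissues, r lay between 0.769 and 0.826. Gene positions are given on mm9.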

We performed RNA-Seq analysis on single mammary tumors from each of three parous, transgenic BK5.ATF3 mice, along with matched normal, adjacent, mammary gland tissue from the same transgenic mice. 

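Tumors were compared with normal glands by limma's moderated test with a mean-variance trend on log2(CPM + 0.5), two-sided, with Benjamini-Hochberg adjustment over the 15280 genes. With FC of at least 2 and FDR of at most 0.05, 4309 genes were DEGs, of which 2212 were upregulated and 2097 downregulated. Without the FC threshold, 6289 genes passed the FDR. Of the 4309 DEGs, 4300 moved in the same direction in all 3 mice. In 8245 genes (54.0% of those tested), the 3 tumors lay all above or all below the 3 normal glands, where chance alone gives 10%. For a single gene, an exact permutation test of 3 against 3 cannot go below p = 0.1 (two-sided). The calls therefore rest on the model of the test, which takes the log2 values as normally distributed and shares variance across genes. The count moved most when tumor T11640 was left out, to 3774 DEGs, of which 3675 were shared. Among DEGs with a mean of at least 1 CPM that moved the same way in every mouse, the 5 largest rises in this test were those of *Krt6b*, *Dsc1*, *Rptn*, *Hrnr* and *Prr9*. *Dsc1* (chromosome 18, 20243204 to 20273274) rose from 1.04 ± 0.753 CPM (SD, n = 3) in the normal glands to 903 ± 342 CPM in the tumors, a log2 fold change of 9.26 (standard error 0.39, adjusted p = 1.67e-06, limma). The log2 fold changes of *Rptn*, *Hrnr* and *Prr9*, which lie on chromosome 3, were 9.19, 9.10 and 8.87. The 5 largest falls in this test were those of *Pck1*, *Thrsp*, *Ucp1*, *Ces1d* and *Gpd1*. *Pck1* (chromosome 2, 172978549 to 172984774) fell from 1204 ± 388 CPM to 4.10 ± 3.31 CPM, a log2 fold change of -8.43 (standard error 0.67, adjusted p = 3.26e-05, limma). *Thrsp*, *Ces1d* and *Gpd1* had log2 fold changes of -8.31, -8.09 and -7.62. Over the alternative settings, *Pck1*, *Thrsp* and *Gpd1* moved most without tumor T9232, to -7.51, -7.71 and -7.00. *Ces1d* moved most with pseudocount 0.1, to -9.13. *Ucp1* was at or under the floor in all 3 tumors and was at least 606-fold lower there.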

We identified 4739 differentially expressed genes (DEGs) (with FC ≥ 2 and FDR ≤ 0.05) using edgeR. These genes were subjected to an unsupervised hierarchical clustering analysis, which showed a clear separation of DEGs in mammary gland tumors compared to the adjacent control tissues (Figure 1A). 

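The 6 libraries were clustered with the settings of the methods (median-centered log2 values scaled to a sum of squares of 1, Euclidean distance, ward.D2). With the DEGs, the 3 tumors and the 3 normal glands formed the 2 top branches, and the join between these branches was 4.63 times as high as the next join. These DEGs were selected for differing between the same libraries, so their clustering is not independent evidence of the separation. Clustering of all genes of the table gave the same branches by tissue, with a ratio of 1.94. With complete linkage on the DEGs the ratio was 2.95, and each library again lay in the branch of its own tissue.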

Previously, we identified a number of Wnt/β-catenin signaling pathway genes and their targets in this BK5.ATF3 tumor model that are differentially expressed [10]. 

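*Wnt3*, *Wnt5a*, *Wnt5b*, *Wnt7b*, *Wnt10b*, *Ctnnb1*, *Ccnd1*, *Jun* and *Axin2* were all DEGs here, 8 upregulated and *Wnt5b* downregulated, and each moved in 1 direction in all 3 mice. Adjusted over the list alone, the same 9 genes were called. *Wnt10b* (chromosome 15, 98602184 to 98608581) rose from 0.508 ± 0.712 CPM (SD, n = 3) in the normal glands to 7.26 ± 1.12 CPM in the tumors (log2 fold change 3.16, standard error 0.47, adjusted p = 9.62e-04, limma). *Wnt5a* (chromosome 14, 29317936 to 29340633) rose from 25.9 ± 8.44 to 226 ± 39.1 CPM (log2 fold change 3.13, standard error 0.24, adjusted p = 2.64e-05, limma). *Wnt3* on chromosome 11 and *Wnt7b* on chromosome 15 had normal means of 0.237 and 0.461 CPM, close to the floor, and log2 fold changes of 3.01 and 2.36 (adjusted p = 4.84e-04 and 0.00584, limma). *Wnt5b* on chromosome 6 fell from 7.32 ± 1.77 to 2.31 ± 1.24 CPM (log2 fold change -1.55, standard error 0.38, adjusted p = 0.0117, limma). *Ctnnb1*, which encodes β-catenin, rose from 610 ± 163 to 2187 ± 438 CPM (log2 fold change 1.86, adjusted p = 3.68e-04, limma). Its exons overlap those of *Ulk4* and the exons of *Ccnd1* overlap those of *Oraov1*, so fragments there could belong to either gene. The log2 fold change was 2.65 for *Ccnd1* and 2.89 for *Axin2* (adjusted p = 7.56e-06 and 5.68e-05, limma). *Jun* on chromosome 4 had the smallest rise, from 22.2 ± 8.92 to 48.1 ± 12.9 CPM (log2 fold change 1.14, standard error 0.29, adjusted p = 0.0146, limma). It lost its call without normal gland M11640, with a log2 fold change of 0.95, and without tumor T9232, with 0.93 (adjusted p = 0.0481 and 0.0611, limma, where the largest over all alternatives was 0.0611). The other 8 genes kept their calls under every alternative.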

The changes in expression patterns of nine of these previously identified genes (*Wnt3*, *Wnt5a*, *Wnt5b*, *Wnt7b*, *Wnt10b*, *Ctnnb1, Ccnd1, Jun*, and *Axin2*) were validated in this new RNA-Seq data set (Supplementary Figure S1). In addition, *Snai1*, implicated in the epithelial-mesenchymal transition (EMT), and *Snai2* were both significantly up-regulated (Supplementary Figure S1). 

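*Snai1* lies on chromosome 2 and *Snai2* on chromosome 16. *Snai2* rose from 19.2 ± 8.53 CPM (SD, n = 3) in the normal glands to 59.7 ± 9.37 CPM in the tumors, a log2 fold change of 1.69 (standard error 0.29, adjusted p = 0.00196, limma). *Snai1* was less abundant, at 0.469 ± 0.289 CPM in the normal glands and 2.53 ± 1.20 CPM in the tumors, a log2 fold change of 1.60 (standard error 0.44, adjusted p = 0.0197, limma). Both genes were higher in the tumor in all 3 mice. *Snai1* lost its call without normal gland M9232, tumor T11035 or tumor T9232, with log2 fold changes of 1.33, 1.46 and 1.37 (adjusted p = 0.0515, 0.0611 and 0.0741, limma). Over all of its alternatives, its adjusted p ran from 0.00305 to 0.0741 (limma, edgeR or DESeq2).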

Importantly, and consistent with our data, both Wnt/β-catenin signaling and EMT are known to be up-regulated in human BLBC [21]. In addition, we observed changes in the expression of specific genes, including significant reductions in the expression of *Rb1*, *Esr1*, and *Pgr*, and increases in the expression of *Erbb2*, *Egfr*, and the genes encoding keratins 5, 6, and 17 (Figure 1B), as they are in human basal-like breast tumors (Cancer Genome Atlas 2012).

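All 9 genes of Fig. 1B were DEGs in the direction the paper gives, and each moved the same way in all 3 mice. *Rb1* (chromosome 14, 73583480 to 73725629) fell from 463 ± 135 CPM (SD, n = 3) in the normal glands to 184 ± 24.1 CPM in the tumors, a log2 fold change of -1.29 (standard error 0.23, adjusted p = 0.00244, limma). Its exons overlap *Lpar6* and *Rcbtb2*, whose fragments could have been counted on either gene. *Esr1* (chromosome 10, 5340927 to 5734948) fell from 25.5 ± 5.20 to 5.56 ± 2.02 CPM, a log2 fold change of -2.13 (standard error 0.28, adjusted p = 4.84e-04, limma). *Pgr* (chromosome 9, 8900419 to 8965425) fell from 25.6 ± 11.8 to 5.62 ± 6.18 CPM, a log2 fold change of -2.51 (standard error 0.71, adjusted p = 0.0209, limma). It lost its call without normal gland M11035, normal gland M11640, tumor T11640 or tumor T9232, with log2 fold changes of -2.40, -2.21, -2.41 and -1.79. Its adjusted p ran from 0.00226 to 0.0747 over the 18 alternatives (limma, edgeR or DESeq2). *Erbb2* (chromosome 11, 98273784 to 98299030) rose from 8.61 ± 1.51 to 27.8 ± 3.50 CPM, a log2 fold change of 1.64 (standard error 0.21, adjusted p = 3.59e-04, limma), and its exons overlap *1810046J19Rik*. *Egfr*, also on chromosome 11, rose from 99.5 ± 30.1 to 203 ± 6.81 CPM, a log2 fold change of 1.07 (standard error 0.23, adjusted p = 0.00561, limma). Without normal gland M11035 its log2 fold change was 0.80, under the FC threshold. *Krt5* rose from 24.6 ± 13.3 to 986 ± 71.1 CPM, a log2 fold change of 5.48 (standard error 0.40, adjusted p = 2.02e-05, limma). Keratin 6 is encoded by *Krt6a* and *Krt6b*, which lie with *Krt5* on chromosome 15. Over 1531 bp their transcripts are 97.0% identical, so fragments could have been split between them. *Krt6a* rose from 0.828 ± 0.670 to 536 ± 112 CPM and *Krt6b* from 0.516 ± 0.271 to 727 ± 74.0 CPM, log2 fold changes of 8.78 and 9.52 (adjusted p = 1.76e-06 and 2.13e-07, limma). *Krt17* (chromosome 11) rose from 0.779 ± 0.396 to 63.5 ± 21.9 CPM, a log2 fold change of 5.62 (adjusted p = 8.12e-06, limma). Adjusted over the list alone, the same 9 genes were called. The paper states that these genes change as they do in human basal-like breast tumors, and it proposes from such changes that the BK5.ATF3 model reflects those tumors. Genes of squamous differentiation also rose in these tumors, with a median log2 fold change of 7.29 over 15 listed genes. Bulk tissue does not show which cells expressed the keratin genes. Their rises alone therefore do not separate a basal-like state from squamous differentiation or skin taken along with the tumor.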

In order to better characterize the BK5.ATF3 mammary tumors, we compared the DEGs we identified in the ATF3 mouse tumors to human breast cancer gene expression profiles [21]. Among the 4739 differentially expressed mouse tumor genes, 3979 human homologs were identified. Expression data for these homologs were retrieved for 547 human samples from the human breast cancer database (https://gdc.cancer.gov/node/877 (accessed on 1 December 2020)) [21]. These human samples were clustered into five PAM50 subtype groups (Basal-like, Her2, LumA, LumB, and Normal) [21]. Unsupervised hierarchical clustering of the human and mouse expression data illustrated that human samples from the basal-like subtype group clustered with the ATF3 tumors, whereas other human breast cancer subtypes did not (Figure 1C). This indicates that the BK5.ATF3 mouse tumors share gene expression characteristics with the human basal-like subtype group (Supplementary Figure S2).

### 2.2. EMT, Wnt Signaling, and Stem Cell Biology are Implicated in ATF3-Induced Mammary Tumors

To identify the pathways and networks significantly enriched within the DEGs, we performed Ingenuity Pathway Analysis (IPA) and Gene Set Enrichment Analysis (GSEA) on the expression data. The GSEA study incorporated the KEGG, Hallmark, Biocarta, and Reactome gene sets from the Molecular Signatures Database and revealed a strong enrichment for the cell cycle and cell cycle checkpoint-related genes in the KEGG, Biocarta, and Reactome gene sets (Figure 2Aa shows the Reactome Cell Cycle analysis). This is consistent with findings for basal-like human breast cancers with high proliferation rates [21]. In addition, the p53 signaling pathway, central to many cellular processes that respond to DNA damage and cell stress, was significantly enriched in the Hallmark, KEGG, and Reactome gene sets (Figure 2Ab shows the Hallmark p53 pathway).

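The gene sets of the Molecular Signatures Database were not used here. In their place, 11 pathway lists were compiled by hand before the expression values were seen, and each was tested on the 6 libraries with limma's camera. Camera asks whether the genes of a list moved further in 1 direction than the other genes of the table, here with a preset inter-gene correlation of 0.01, two-sided and adjusted over the 11 lists. Of the 50 cell cycle genes listed, 26 were upregulated DEGs and 0 were downregulated, and adjusted over the list alone the same 26 and 0. Their median log2 fold change was 1.03, with medians of 1.10, 1.44 and 0.64 in the mice of T11035, T11640 and T9232 (adjusted p = 5.56e-08, camera), and 48 of the 50 genes were higher in the tumors. The largest rise was that of *Ccnb1* (log2 fold change 2.72, standard error 0.32, adjusted p = 2.54e-04, limma). *Ccne1* had the lowest value, a log2 fold change of -0.80 that did not pass the threshold (adjusted p = 0.15, limma). The genes of a pathway move together from sample to sample, and the 2 other tests made of each list treat this differently. With limma's fry, which keeps the correlation of the genes but does not compare a list with other genes, all 11 lists were called up. With the correlation estimated from the 6 libraries, camera called none of them, with adjusted p from 0.0954 to 0.435.

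**Figure D1:**
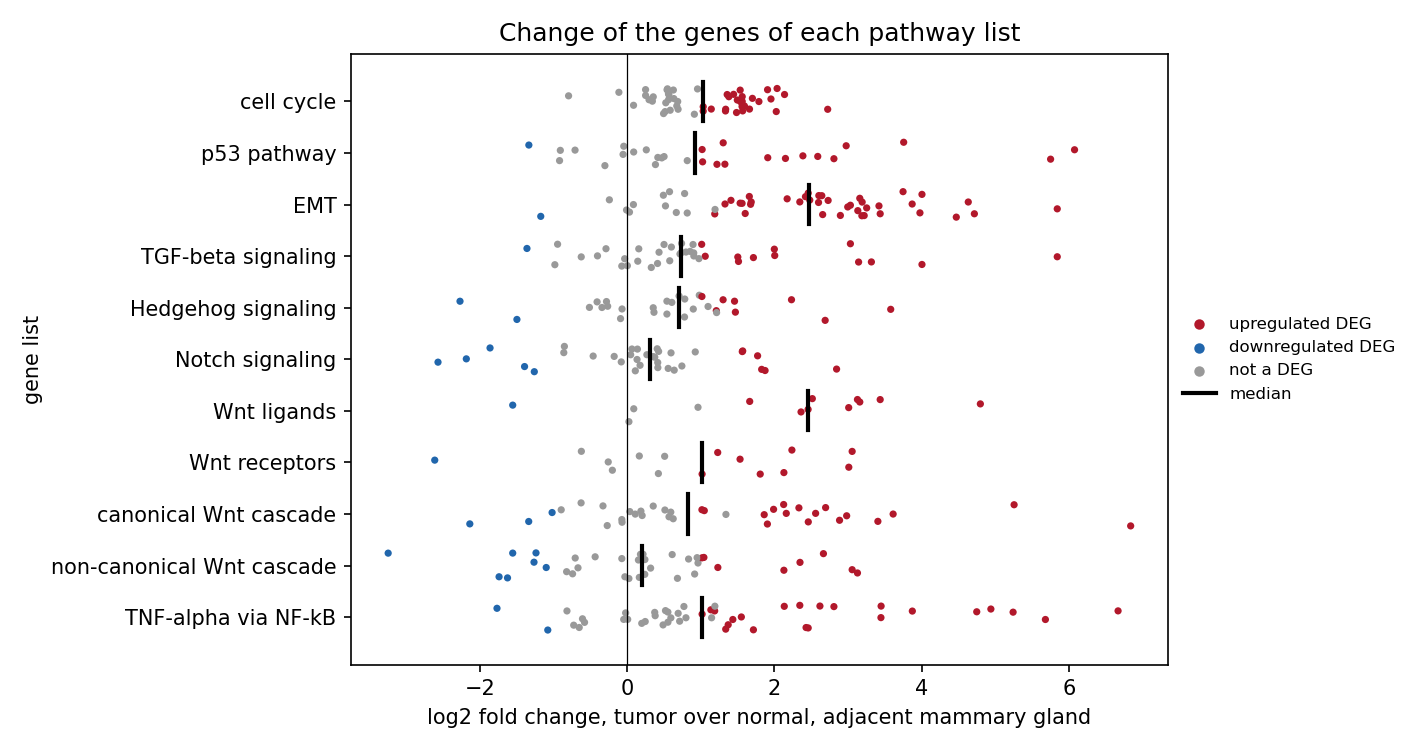
Log2 fold change (tumor over normal, adjacent mammary gland, n = 3 each) of every gene of the 11 pathway lists, 1 point per gene, with the median of each list as a bar. The medians of all 11 lists lie above 0, from 0.20 for the non-canonical Wnt cascade to 2.47 for EMT.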

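Of the 30 genes on the p53 pathway list, 28 were in the table, of which 14 were upregulated DEGs and 1 was downregulated, the same numbers as when adjusted over the list alone. Its median log2 fold change was 0.92 (adjusted p = 3.98e-04, camera), and 21 of the 28 genes were higher in the tumors. *Sfn* rose from 3.37 ± 2.79 CPM (SD, n = 3) to 245 ± 150 CPM (log2 fold change 6.08, standard error 0.54, adjusted p = 5.83e-05, limma). *Rrm2b* was the downregulated gene, with a log2 fold change of -1.34 (standard error 0.17, adjusted p = 3.4e-04, limma).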

Genes involved in the epithelial-mesenchymal transition (EMT) were the top Hallmark-enriched gene set (Figure 2Ac) and many genes required for EMT are upregulated in BLBC [24,25]. Furthermore, EMT may require both endogenous, cell autonomous signaling (TGF-β, Hedgehog, Notch, and Wnt) and exogenous, non-cell autonomous signaling [26]. 

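Of the 11 pathway lists, the EMT list had the smallest adjusted p with camera at the preset correlation. The median log2 fold change was 2.47 over its 50 genes, with 2.61, 1.92 and 2.65 in the mice of T11035, T11640 and T9232 (adjusted p = 1.20e-14, camera). There were 38 upregulated DEGs and 1 downregulated DEG, and adjusted over the list alone the same numbers. *Inhba* rose from 3.17 ± 1.14 CPM (SD, n = 3) in the normal glands to 209 ± 55.0 CPM in the tumors (log2 fold change 5.84, standard error 0.27, adjusted p = 2.24e-06, limma). *Zeb1* fell from 166 ± 16.1 to 73.3 ± 3.83 CPM (log2 fold change -1.17, standard error 0.14, adjusted p = 2.66e-04, limma).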

Consistent with this idea, the TGF-β, Hedgehog, and Wnt pathways were significantly enriched (Figure 2Ad,Ae,Ba), as was the Notch pathway, albeit to a lesser extent (data not shown). 

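Of 38 TGF-β signaling genes in the table, 12 were upregulated DEGs and 1 was downregulated, also when adjusted over the list alone. Over these genes the median log2 fold change was 0.74 (adjusted p = 1.47e-04, camera), with 30 of the 38 genes higher in the tumors. *Tgfbr3* was the downregulated gene, with a log2 fold change of -1.36 (standard error 0.16, adjusted p = 2.6e-04, limma). Of 29 Hedgehog signaling genes, 8 were upregulated and 2 downregulated, and 9 and 2 when adjusted over the list alone, with a median log2 fold change of 0.71 (adjusted p = 0.0116, camera). *Shh* was at or under the floor in all 3 normal glands and was at least 15.9-fold higher in the tumors. *Lrp2* had the largest fall on this list (log2 fold change -2.27, standard error 0.49, adjusted p = 0.0063, limma). Of 13 Wnt ligands, 9 were upregulated and 1 downregulated, with a median log2 fold change of 2.46 (adjusted p = 3.98e-04, camera). *Wnt6* was at or under the floor in the normal glands and was at least 43.7-fold higher in the tumors. Of 15 Wnt receptors, 8 were upregulated and 1 downregulated, with a median log2 fold change of 1.02 (adjusted p = 0.0147, camera). *Ptk7* rose by a log2 fold change of 3.06 and *Fzd4* had one of -2.61 (adjusted p = 3.8e-05 and 1.8e-04, limma). Adjusted over the list alone, the ligands and the receptors gave the same counts. Of 34 Notch signaling genes, 6 were upregulated and 5 downregulated, also when adjusted over the list alone. The median log2 fold change was 0.31, and the list did not pass the threshold (adjusted p = 0.144, camera), with 24 of the 34 genes higher in the tumors. Without tumor T9232 the median was 0.17. *Nrarp* rose by a log2 fold change of 2.85, and *Mfng* had one of -2.57 (adjusted p = 9.36e-05 and 6.2e-05, limma).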

Importantly, Hedgehog, Wnt, and Notch signaling pathways are dysregulated in breast cancer and thought to play an important role in the regulation and maintenance of stem cells [27]. Individually, TGF-β plays a role in the metastasis of BLBC to bone and lung [28], and hedgehog signaling is activated in human mammary stem cells by EMT programs [29].

The canonical Wnt/β-catenin signaling pathway is upregulated and/or activated in ATF3-induced mammary tumors [10], which may affect tumor heterogeneity in BLBCs [30,31] and GSEA revealed that, in addition to enrichment of the canonical Wnt pathway, non-canonical Wnt pathways were also enriched in ATF3-induced mammary tumors (Figure 2Bb,Bc). 

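The paper's own canonical and non-canonical gene sets were not used here, and 2 of the lists compiled by hand take their place. On the canonical Wnt cascade list, 17 of 36 genes were upregulated DEGs and 3 were downregulated, also when adjusted over the list alone. The median log2 fold change was 0.82 (adjusted p = 1.47e-04, camera), with 27 of the 36 genes higher in the tumors. *Rspo1* was at or under the floor in the tumors and at least 6.25-fold lower there (adjusted p = 0.015, limma), and lost its call without tumor T11640 (adjusted p = 0.0563, limma). On the non-canonical Wnt cascade list, 8 of 36 genes were upregulated and 7 downregulated, also when adjusted over the list alone. The median log2 fold change was 0.20, and the list did not pass the threshold (adjusted p = 0.265, camera). *Camk2a* had the largest fall there, from 12.0 ± 7.12 CPM (SD, n = 3) to 0.773 ± 0.646 CPM (log2 fold change -3.25, standard error 0.50, adjusted p = 0.00111, limma).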

We compiled a list of 240 unique mouse genes implicated in either the canonical or non-canonical Wnt signaling pathways based on GO Ontology, DAVID, the Wnt Homepage, and the scientific literature. Of these 240 genes, 115 genes (47.9%) were significantly differentially expressed (*p* = 8 × 10^−22^8e-22) in a tumor compared to adjacent control mammary gland tissues (Figure 2C), with 96 genes (83.5%) being upregulated (Figure 2Ba,Bc,Ca,Cc). In contrast to this sharp upregulation of Wnt signaling genes, in the overall dataset, DEGs were split evenly between upregulated (2349) and downregulated (2390) genes (Figure 1A). 

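In the heatmaps of Fig. 2C, 86 names of upregulated genes and 15 names of downregulated genes could be read. Of the 86, 85 were upregulated DEGs here, and all 15 of the others were downregulated DEGs. These genes were chosen by the study on the same libraries, so the calls are not independent evidence, and adjusted over the list alone 86 and 15 genes were called. The exception was *Sfrp4*, which was higher in the tumor in all 3 mice (10.5 ± 10.4 CPM in the normal glands and 29.3 ± 14.9 CPM in the tumors, SD, n = 3). Its log2 fold change was 1.84 (standard error 0.71, adjusted p = 0.0667, limma), and with the mouse as a block its adjusted p was 0.0174 (limma). Without normal gland M11035 its log2 fold change was 1.04 (adjusted p = 0.152, limma). *Dkk1* (chromosome 19, 30620353 to 30624155) rose from 0.554 ± 0.343 to 120 ± 37.6 CPM (log2 fold change 6.84, standard error 0.34, adjusted p = 3.42e-06, limma). *Ryr2* (chromosome 13, 11645370 to 12199212) fell most, from 29.9 ± 14.5 to 1.58 ± 1.40 CPM (log2 fold change -3.93, standard error 0.54, adjusted p = 6.24e-04, limma). The median log2 fold change was 2.52 among the upregulated names (2.54 with genes at the floor set to their lower bound) and -1.54 among the downregulated names. Of the 85 and 15 genes called, 11 and 7 lost their call under at least 1 alternative.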

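Among the DEGs called here, 51.3% were upregulated. This share ran from 49.7% with edgeR's exact test on the recovered fragments to 52.6% without tumor T11035. Among the Fig. 2C genes that were called in the direction shown there, 85% were upregulated. This share was largely set by the names read, 86 upregulated and 15 downregulated, which the study had chosen as DEGs. It is therefore no independent estimate of the share among Wnt genes.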

IPA confirmed that the DEGs were involved in pathways linked to Wnt/β-catenin signaling (Supplementary Figure S3). Notably, genes involved in human embryonic stem cell pluripotency were also among the top upregulated pathways revealed by this analysis.

In order to narrow the list of signaling pathways, we used GSEA to identify gene sets that are both enriched in BLBC, based on the GO biological process databases, and differentially expressed in BK5.ATF3 mice. A total of 1003 genes enriched in BLBC (FDR < 0.05) was then intersected with the 3979 differentially expressed mouse genes for which we had identified human homologs (Figure 1C). This led to the recovery of 405 genes that were both enriched in BLBC and differentially expressed in BK5.ATF3 mice. Next, we performed unsupervised hierarchical clustering of 547 human breast cancer samples with these 405 genes (Figure 2D) and found co-clustering of the BLBC samples and the differentially expressed mouse tumor genes. This result indicates that sets of genes thought to be important in the biology of human BLBC are differentially regulated in BK5-ATF3-induced tumors in much the same way, and confirms the similarity between this murine model and human BLBC.

### 2.3. ATF3 Mammary Tumors Resemble Three Basal-Like Breast Cancer Mouse Models

In an extensive analysis of genetically engineered mouse models of human breast cancer, Pflefferle and colleagues used selected cell lineage markers to identify intrinsic gene expression sets that characterized five classes of murine models: claudin-low, luminal, basal, proliferation, and lactating [22]. Human BLBC tumors tend to overexpress genes in two of these intrinsic murine expression sets: basal and proliferation. 

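The complete intrinsic gene sets were not used here, and the genes named in the heatmaps of Fig. 3B to Fig. 3E were examined instead. The label Aldh1a in Fig. 3C names no single gene and was left out. The study chose these genes for being DEGs in the same libraries, so their calls are not independent evidence. All 6 proliferation genes (*Ccna2*, *Bub1b*, *Top2a*, *Ccnb2*, *Cdk1* and *Aurka*) were upregulated DEGs, with log2 fold changes from 1.34 to 1.95. *Cdk1* rose from 5.09 ± 1.35 CPM (SD, n = 3) in the normal glands to 21.3 ± 5.78 CPM in the tumors (log2 fold change 1.95, standard error 0.28, adjusted p = 8.15e-04, limma). Of 12 basal-like genes, 11 were upregulated DEGs, *Ogfrl1* was a downregulated DEG, and the median log2 fold change was 2.20. *Bmp7* rose from 1.15 ± 0.867 to 30.0 ± 4.89 CPM (log2 fold change 4.32, standard error 0.36, adjusted p = 3.78e-05, limma). *Robo1* rose from 17.0 ± 0.906 to 71.2 ± 23.5 CPM (log2 fold change 1.98, standard error 0.25, adjusted p = 3.82e-04, limma). *Ogfrl1*, named among both the basal-like and the lactating genes, fell from 503 ± 363 to 80.6 ± 14.1 CPM (log2 fold change -2.41, standard error 0.42, adjusted p = 0.0021, limma). Of 8 lactating genes, 7 were downregulated DEGs. *Lalba* was at least 14.8-fold lower, *Folr1* at least 24.7-fold and *Muc20* at least 12.9-fold, since all 3 tumors were at or under the floor. *Krt34*, at 0 in all normal glands, was at least 9.13-fold higher in the tumors, and 95.1% of 1123 bp of its transcript is shared with *Krt33a*. The median log2 fold change of the lactating genes was -2.56 (-2.69 with genes at the floor set to their lower bound), and without normal gland M9232 it was -1.81. *Pigr* and *Timd2* lost their calls without tumor T11640 (log2 fold changes of -2.64 and -2.04) or tumor T9232 (-2.83 and -1.77), and *Pigr* also without the trend. Of 8 luminal-like genes, 4 were upregulated and 3 were downregulated DEGs, and 4 and 4 when adjusted over the list alone, and the median log2 fold change was -0.12 (-0.091 with the lower bounds). This median was above 0 without normal gland M11035 (0.075) and without tumor T9232 (0.056), and was -0.29 without normal gland M11640, -0.055 without normal gland M9232 and -0.19 without tumor T11035. *Defb1* rose by a log2 fold change of 5.79 and *Itih5* had one of -4.16 (adjusted p = 5.01e-05 and 2.17e-05, limma). *Esrrb* was at or under the floor in the tumors and at least 2.29-fold lower there, but was not called over all genes (adjusted p = 0.0585, limma). *Foxa1* lost its call without normal gland M11640 or M9232 or tumor T11640 or T9232 (log2 fold changes of -1.54, -1.50, -1.47 and -1.11). *Msx2* lost it without M11035, M11640, T11035 or T11640 (1.00, 0.88, 0.99 and 0.84), with pseudocount 1 (0.91) and with edgeR's quasi-likelihood test with the mouse as a block. *Tmprss6*, at or under the floor in the tumors and at least 2.87-fold lower there, kept it only without T11035 among the fits that left out 1 library, with adjusted p from 0.0548 to 0.0765 in the others (limma), and also lost it with pseudocount 1, with the same blocked test and with DESeq2.

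**Figure D2:**
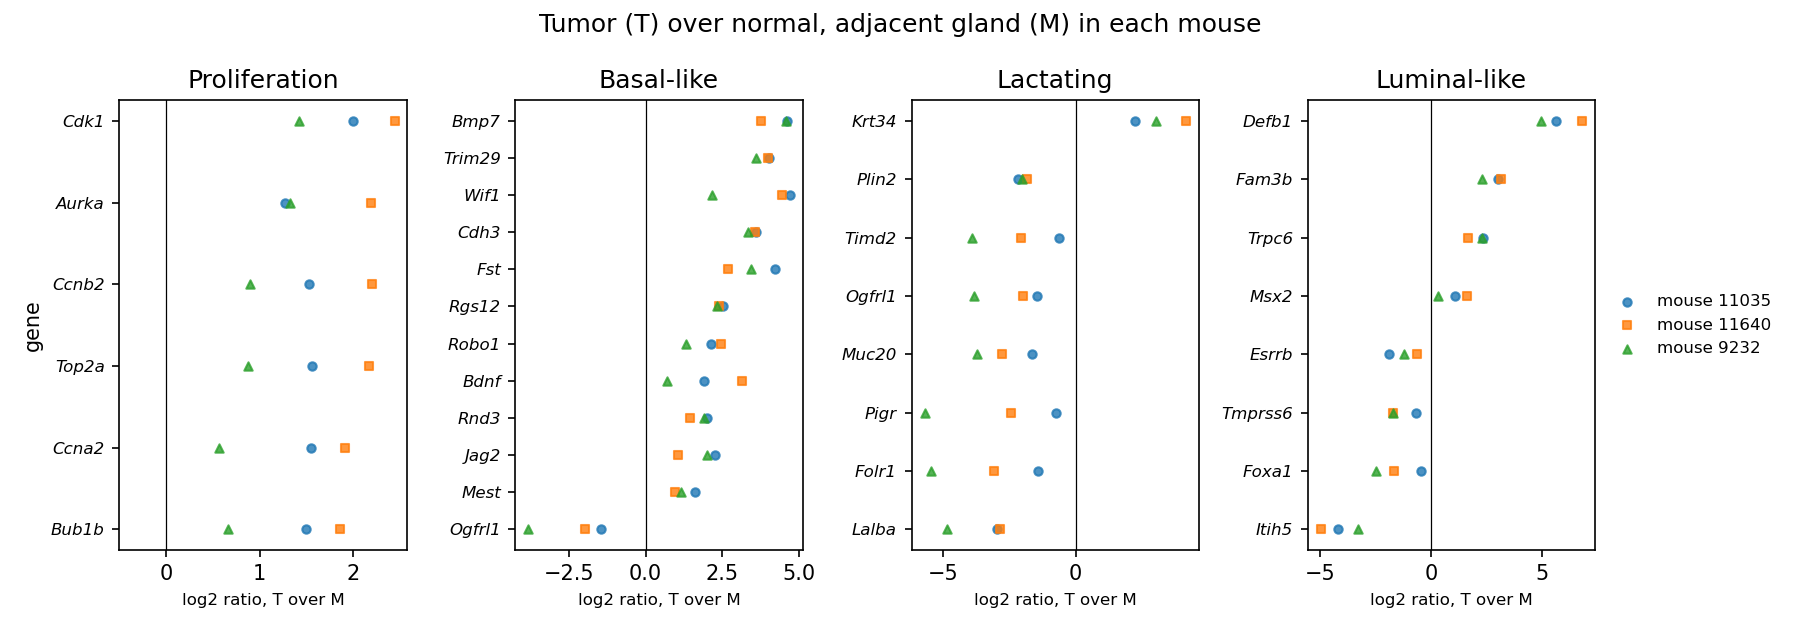
Log2 ratio of tumor (T) to normal, adjacent mammary gland (M) in each of the 3 mice for the genes named in Fig. 3B to Fig. 3E, 1 symbol per mouse. The label Aldh1a was left out. All 6 proliferation genes lie to the right of 0 in every mouse, and the lactating genes other than *Krt34* lie to the left of 0.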

We calculated the normalized expression values (tumor: normal) in our ATF3-induced tumors for each of these intrinsic gene expression sets, and found that only the basal and proliferation gene sets were significantly overexpressed (*p* = 0.0081 and 0.00019, respectively) (Figure 3A). Heat maps for four of these gene sets are shown (Figure 3, panels B–E). Together, these results indicate that the gene expression pattern of the BK5.ATF3 mouse model tumors is similar to the expression patterns of three other basal-like murine breast cancer models: C3Tag^Ex^, Myc^Ex^, and p53null-Basal^Ex^ [22] and consistent with the signature of highly proliferative, human basal-like tumors [21].

### 2.4. Identification of Differentially Expressed miRNAs

We compared the miRNA profiles from a set of four independent BK5.ATF3 mammary tumors to those of paired normal, transgenic mammary tissues using miRNA microarrays. To focus the list of differentially-expressed miRNAs on those most characteristic of the mammary tumors, we considered only those that were upregulated or downregulated ≥ 2-fold in at least three of the four tumors. Based on these criteria, we identified 34 differentially expressed miRNA genes, including *Mir145* and *Mir143* (Supplementary Table S1). Of these 34 genes, 14 were significantly upregulated and 20 were significantly downregulated. Relative expression levels for each of these genes, in each of the four tumor/normal pairs, were in agreement between tumors for this gene set (Figure 4A). A subset of 16 differentially expressed miRNAs was validated by RT-qPCR using six tumor samples and their paired normal, transgenic mammary gland samples, including those examined by a microarray. The correlation between the microarray results and the qPCR results was excellent with a Pearson correlation coefficient of 0.949 (Figure 4B).

Many miRNAs have been implicated in the initiation or progression of cancer, but defining the biological processes these miRNAs regulate has been more difficult. We took an integrated approach using IPA to simultaneously assess differentially expressed pairs of miRNAs and mRNAs based on: 1) whether the targeting of a specific miRNA on an mRNA had been experimentally validated or predicted with high confidence, and 2) whether the change in expression of the miRNA and mRNA were in opposite directions. We found that genes involved in Wnt/β-catenin signaling, EMT regulation, p53 signaling, and Nanog-related pathways involved in embryonic stem cell pluripotency were enriched in mammary tumors vs. normal transgenic mammary tissue (Figure 4C). Overall, seven networks were identified from this integrated analysis. Supplementary Figure S4 shows one of these networks, in which three miRNA modules were identified, including one centered on *Mir145* (the other networks are not shown). We chose *Mir145* and *Mir143*, which are transcribed as a single precursor molecule and are involved in regulating stem cell pluripotency [32] for further analysis.

### 2.5. Reduced Mir145 and Mir143 Expression in ATF3 Tumors Upregulates Transcription Factors Klf4 and Sox2 and Cancer Stem Cell-Related Gene Kras

*Mir145* expression was downregulated ~6-fold in ATF3-induced mammary tumors (Figure 4A and Supplementary Table S1), consistent with its downregulation in human breast cancers [33,34,35], including basal-like [36] and triple-negative [37] breast cancers.

In humans, the transcription factors KLF4, SOX2, OCT4, and MYC are important for maintaining the self-renewal capacity of embryonic stem cells and contain 3′UTR sequences that are directly targeted by MIR145 to regulate expression [38,39]. These sites are conserved in the murine *Klf4* and *Sox2* mRNAs, but not in the *Oct4* and *Myc* mRNAs. We tested whether expression of either *Klf4* or *Sox2* was affected in BK5.ATF3 mammary tumors using RT-qPCR and found that both *Klf4* and *Sox2* were significantly upregulated (*p* < 0.005) in tumors with lower *MiR145* levels (Figure 5A).

Notably, *Mir143* was downregulated nearly five-fold in ATF3-induced tumors (Figure 4A and Supplementary Table S1), likely as a consequence of *Mir143* and *Mir145* being transcribed as a single precursor molecule [32]. *Kras* is both a target of *Mir143* [40] and cancer stem cell-related. Therefore, we looked for expression changes in *Kras* in ATF3-induced tumors and found a ≥two-fold increase (*p* < 0.0001) in expression (Figure 5B).

### 2.6. Effects of ATF3 Knockdown on the Expression of MIR145/143

To determine whether ATF3 directly affects expression of *MIR145/14*3 in human breast cancer cells, we generated an shRNA knockdown system to experimentally manipulate *ATF3* levels in MDA-MB-157 cells. MDA-MB-157 is a triple-negative human breast cancer cell line that expresses high levels of ATF3. The phenotypes associated with TNBC include MAPK activation, activation of Wnt/β-catenin signaling, and a basal-like cytokeratin expression pattern, similar to the phenotypes of BK5.ATF3 mammary tumors. Knockdown of ATF3, confirmed by immunoblotting (data not shown), resulted in a 60–70% reduction of *ATF3* mRNA levels (Figure 6A) and a ~25-fold increase in the expression of both *MIR145* (Figure 6B) and *MIR143* (Figure 6C), relative to controls, as measured by RT-qPCR. Expression of four downstream targets of *MIR145* was also significantly decreased (*p* < 0.001) following ATF3 knockdown, ranging from an 85–90% decrease for *KLF4* and *SOX2* to a 50% decrease for *MYC* and *OCT4* (Figure 6D).

## 3. Discussion

Basal-like breast cancer is one of the most aggressive and deadly human breast cancers and is marked by a high incidence of recurrence and a high frequency of metastasis [41]. Here, we have shown that ATF3-induced mammary tumors in BK5.ATF3 mice have gene expression characteristics similar to both human BLBC and other “basal-like” mouse models of mammary cancer.

At the individual gene level and compared to controls, ATF3-induced mammary tumors exhibited reduced expression of *Rb1*, *Esr1*, and *Pgr*, and increased expression of *Erbb2*, *Egfr*, and the genes encoding keratins 5, 6, and 17 (Figure 1B), which is similar to basal-like human breast cancer tumors [42,43]. At the pathway and/or network level, GSEA and IPA analyses showed that signaling pathways characteristic of BLBC were enriched in the BK5.ATF3 mouse model. Within the Hallmark gene set, EMT and P53 pathway genes were strongly enriched, as were the TGF-β, Wnt/β-catenin, TNFα (via NFkB), and Notch signaling pathways, indicating that EMT and its related signaling pathways were activated in these ATF3 mammary tumors. 

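TNFα signaling via NF-κB was tested with a list of 48 genes, of which 47 were in the table. Of these, 22 were upregulated DEGs and 2 downregulated, and 24 and 2 when adjusted over the list alone. In the tumors against the normal glands, the median log2 fold change was 1.02 (adjusted p = 1.50e-05, camera), and 38 of the 47 genes were higher in the tumors. *Cxcl5* rose most, from 0.909 ± 0.961 CPM (SD, n = 3) to 119 ± 20.9 CPM (log2 fold change 6.67, standard error 0.50, adjusted p = 2.3e-05, limma). *Traf1* fell most, with a log2 fold change of -1.77 (standard error 0.36, adjusted p = 0.0047, limma).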

Cell cycle genes and pathways were enriched in both the Biocarta and Reactome gene sets (Figure 1 and Figure 2) as they are in human BLBC [26]. Importantly, some of the significantly enhanced pathways/networks in these mammary tumors were similar to those of three basal-like murine breast cancer models, C3Tag^Ex^, Myc^Ex^, and p53null-Basal^Ex^ (Figure 3A–E) [22], as well as the gene expression profiles of human breast cancer patients (Figure 1C and Figure 2D) [21]. Together, our results suggest that the BK5.ATF3 transgenic model strongly reflects human basal-like breast tumors.

Although the BK5.ATF3 model shares many molecular features with the C3Tag^Ex^, Myc^Ex^, and p53null-Basal^Ex^ mouse models, it also has several other uniquely enriched gene sets that are characteristic of human BLBC, including genes involved in EMT, TGF-β signaling, Wnt/β- catenin signaling, Hedgehog signaling, and Notch signaling. These ATF3-specific enriched gene sets and other factors, such as differentially expressed miRNA genes, distinguish this model from the other mouse BLBC models, making it a complementary model for dissecting the molecular mechanisms impacting human basal-like breast tumors, particularly with regard to chemoresistance and the capacity to migrate, invade, and metastasize [as reviewed by [26]]. In this regard, two of the 34 differentially expressed miRNA genes we identified, *Mir145* and *Mir143*, appear to be involved in the expansion of stem or progenitor cell populations in the mammary gland [23].

Two earlier studies demonstrated that *MIR145* directly regulates a group of transcription factors that includes KLF4, SOX2, OCT4, and MYC, which are important for maintaining the self-renewal capacity of embryonic stem cells [38,39]. We found that *Mir145* was significantly downregulated in ATF3-induced mammary tumors, and that its direct targets *Klf4* and *Sox2* were significantly upregulated (Figure 5A). Similarly, *Mir143* was downregulated, and its target *Kras* was upregulated (Figure 5B). Furthermore, we discovered that two other cancer stem cell-related genes, *Cd44* and *Itga6*, were also significantly upregulated in the tumors (Supplementary Figure S5). To show that ATF3 was directly involved, we knocked down the expression of ATF3 in human MDA-MB-157 cells and demonstrated that reduced ATF3 expression upregulated *MIR145* and *MIR143* expression, which led to downregulation of *KLF4*, *SOX2*, *OCT4*, *MYC*, and *KRAS*. Taken together, these results are consistent with a model in which ATF3 overexpression in the ATF3 mouse mammary tumors suppresses *Mir145* and *Mir143* expression, which, in turn, activates mammary cancer stem cells or stem cell-like cells to self-renew and turns on the expression of pluripotency genes [39]. Preliminary FACS analysis utilizing stem cell markers CD24 and CD49f, indicates a substantial expansion of the stem-like cell compartment in transgenic mammary glands (unpublished data, M.C.M. and K.L.P.).

In addition to identifying *Mir145* and *Mir143*, we confirmed the previously reported enrichment/upregulation of both canonical and non-canonical Wnt/β-catenin signaling pathways in the ATF3 mouse model [10]. The activation and/or dysregulation of the Wnt signaling pathway, along with alterations in TGF-β, Hedgehog, and Notch signaling have also been reported for human BLBC [26,27]. Together, these pathways constitute the main endogenous pathways of EMT in BLBC cells [26]. These signaling pathways also play an important role in regulation and maintenance of stem cells [27], suggesting that they may be important in the maintenance and/or regulation of stem-like breast cancer cells. Consistent with this notion, DiMeo and colleagues showed that the inhibition of Wnt signaling suppresses the ability of BLBC cells to self-renew [15]. Taken together, our results suggest that ATF3 activates the Wnt signaling pathway and other signaling pathways involved in the EMT transition and, therefore, may induce EMT itself. That is, Wnt signaling enables stem cell self-renewal through the EMT transition in ATF3-induced mammary tumors.

## 4. Materials and Methods

### 4.1. Animals

Mice were maintained in an AAALAC-accredited facility with temperature and light control, and mice were provided access to water and lab chow ad libitum. Experimental procedures were approved by the Institutional Animal Care and Use Committee of the University of Texas MD Anderson Cancer Center under protocol #05–01-03934. The derivation of the BK5.ATF3 transgenic mouse strain has been described [44]. Mammary tumors arose in parous BK5.ATF3 transgenic females between 6 and 12 months of age, and animals were sacrificed when their tumors reached 1.5 cm in their longest dimension.

### 4.2. Cell Culture

The human breast cancer cell line MDA-MB-157 (ATCC:HTB-24) was maintained in Leibovitz L-15 medium containing 10% FBS at 37 °C in 5% CO_2_. MDA-MB-157 cells were transfected with either shRNA vectors designed to knock-down ATF3 expression in human cells (157KD1) or a scrambled shRNA control (157SCR) vector.

### 4.3. miRNA Microarray and RT-qPCR Gene Expression Analysis

Total RNA was prepared from mammary tumors and from matched, adjacent, normal transgenic mammary glands. Exiqon microarrays (Qiagen Inc, Germantown, MD) were used to assess differential miRNA expression. Four independent sets of tumors and their matched, normal transgenic mammary glands were compared. Three sets were assayed in duplicate (dye swap) and one set was tested in only a single assay. The dye swap assay was not performed for this pair. Total RNA (1000 ng) was labeled using either Hy5 or Hy3 dye following the manufacturer’s protocol for the miRCURY LNA microRNA Array (Exiqon/Qiagen). The Hy5-labeled samples and Hy3-labeled samples were mixed pairwise and hybridized to the array. Hybridization and wash steps were performed using a Tecan HS400 Hybridization Station (Tecan, Austria). The miRCURY LNA array slides were scanned using GenePix 4200 (Molecular Devices, San Jose, CA). Differential miRNA expression was validated by reverse-transcriptase quantitative PCR (RT-qPCR). RT-qPCR was performed utilizing SYBR assays obtained from Exiqon (Qiagen Inc.), using the same four pairs of tumors and matched tissues that were used for the microarray experiments. These experiments also included two additional tumor-matched tissue pairs. Expression of potential downstream target genes was assessed using RT-qPCR.

### 4.4. mRNA RNA-Seq Sequencing

For RNA-Seq analysis, three independent sets of mammary tumors and matched adjacent, normal, transgenic mammary glands, which were different from the six pairs used in the microarray and/or RT-qPCR validation experiments, were used to isolate total RNA. One hundred nanograms of total RNA from each sample were used to prepare libraries using the Ovation RNA-Seq System V2 (NuGEN Technologies, Inc., San Carlos, CA). The six libraries were sequenced in one lane (2 × 76 bp paired-end run) on an Illumina HiSeq 2500 instrument.

### 4.5. Bioinformatics Analysis

#### 4.5.1. MiRNA Microarray Analysis

MicroRNA differential expression analysis was conducted in R V3.2.3 [45] using the limma package V3.26.8 [46]. Low quality and control spots were filtered and the background was corrected by subtraction. Inter-array normalization was performed using variance stabilizing normalization [47]. Within-array duplicate spot correlation was determined using limma duplicate correlation [48]. Fold change estimates and standard errors were calculated using limma lmFit [49]. Empirical Bayes smoothing was applied to the standard error values, and *p*-values were adjusted with the Benjamini & Hochberg method [50]. Genes that were differentially expressed in the four tumors (*p* value < 5 × 10^−5^, B-statistic > 4.6) relative to their paired normal tissues were selected and ranked by a fold change. MiRNA genes that showed at least a two-fold expression difference in at least three of the four tumors were selected for further study.

#### 4.5.2. RNA-Seq Data Analysis

For the RNA-Seq experiment, 25–32 million pairs of reads were generated per sample with each pair of reads representing a cDNA fragment from the library. The reads were mapped to the mouse genome (mm9) using TopHat [51] (V2.0.3). The overall fragment mapping rates ranged from 84–95%. The number of fragments corresponding to each known gene from the RefSeq database [52] (downloaded from UCSC Genome Browser on 9 March 2012) was enumerated using htseq-count from the HTSeq package [53] (V0.5.3p9). Genes represented by fewer than 10 fragments across all samples were removed before differential expression analysis. Differential gene expression was statistically assessed using the R/Bioconductor package edgeR (V3.6.1) [54]. Genes with FDR (false discovery rate) ≤ 0.05, FC (fold change) ≥ 2, and length > 200 bp were called differentially expressed. Hierarchical clustering was performed using the hclust function in R, using log2 of gene expression values estimated by edgeR. Before clustering, the log2 expression values for each gene were centered by their median and rescaled so that the sum of the squares of the values equaled 1.0. Euclidean distance and the ward.D2 clustering method were used for the clustering of the samples and genes. The heatmap was plotted using the heatmap.2 function in R.

#### 4.5.3. Ingenuity Pathway Analysis (IPA) and the Integration of mRNA and miRNA Expression Data

Pathway enrichment analysis was performed using IPA [55] (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis (accessed on 1 December 2020)). The differentially expressed genes called by edgeR or differentially expressed genes and miRNAs identified from an integrated analysis of mRNA and miRNA expression were uploaded to IPA along with their log2 ratios to account for the direction of any changes in expression. IPA “Core Analysis” was performed using the “Ingenuity Knowledge Bases” to identify enriched pathways. All other parameters were set to their default values. To identify miRNAs whose upregulation or downregulation affected mRNA expression, we performed an integrated miRNA/mRNA gene expression analysis using the IPA “microRNA Target Filter” module. Pairs of miRNAs and affected genes were chosen if the targeting of a particular miRNA for a given mRNA had been experimentally validated or predicted with high confidence, and if the pair displayed inverse expression changes.

#### 4.5.4. Gene Expression Clustering and Gene Set Enrichment Analysis (GSEA)

The differentially expressed genes identified in the BK5.ATF3 mouse model were compared to those of human breast cancers in the TCGA database. Human homologs of mouse genes were identified, and their expression was compared to that of the differentially expressed genes (FDR < 0.05 and log2 fold change > 1 or < −1) identified in BK5.ATF3 mouse tumors. Normalized expression data for the human homologs were retrieved from the human breast cancer database (https://gdc.cancer.gov/node/877 (accessed on 1 December 2020)). A total of 547 tissue samples from breast cancer patients along with their PAM50 intrinsic breast cancer subtypes (Basal-like, Her2, LumA, LumB, and Normal) were included in the clustering analysis. The unsupervised hierarchical cluster was visualized as a heatmap and dendogram, which were plotted using the R programming package (heatmap.3), with the Spearman correlation and complete clustering settings.

Gene Set Enrichment Analysis (GSEA) was performed using GSEA software [56]. Expression values were estimated with the Bioconductor package edgeR using all genes as the expression dataset. The permutation type was set as “gene_set” and all the other parameters were set to their defaults. GSEA analysis identified enriched gene sets in the basal-like subtype of the breast cancer group. The human biological process gene sets in Gene Ontology were used for the comparison. The significantly enriched genes in the human gene sets (FDR < 0.05) were then intersected with their mouse homologs from the differentially expressed genes in BK5.ATF mice. The unsupervised hierarchical cluster heatmap was then plotted based on the list of the enriched genes as before.

#### 4.5.5. PAM50 Correlation Test

Differentially expressed human genes were retrieved from the TCGA BRCA RNA-Seq database. Each tumor type (Basal-like, Her2, LumA, LumB, and Normal-like) was compared to non-paired, adjacent normal samples with DESeq2 to generate a list of differentially expressed genes for each tumor type (FDR < 0.05). The change in expression of these human genes was correlated with the change in expression of the BK5.ATF3 mammary tumors, as described above for RNA-seq data analysis. Pearson’s correlation coefficient (r) and *p*-values were calculated using the log2FoldChange values obtained from the mouse differentially expressed genes, the human differentially expressed genes, and the PAM50 genes.

## 5. Conclusions

We characterized BK5.ATF3 mammary gland tumors and found these tumors have the molecular signature of human BLBC. In this BLBC mouse model, several EMT-related signaling pathways, including TGF-β, Wnt/β-catenin, Hedgehog, and Notch signaling pathways, are activated. These ATF3-induced tumors were also found to have reduced expression of *Mir145* and *Mir143*, leading to upregulation of the transcription factors *Klf4* and *Sox2* and the cancer stem cell-related gene *Kras*, respectively. Taken together, these results suggest that the BK5.ATF3 model can be used to further study molecular mechanisms of human BLBC to better understand its aggressiveness and its ability to metastasize to remote organ(s) via mammary stem cells. This model might also be used to identify additional molecular targets for more effective therapeutic treatments for this deadly cancer.

## Figures and Tables

**Figure 1:**
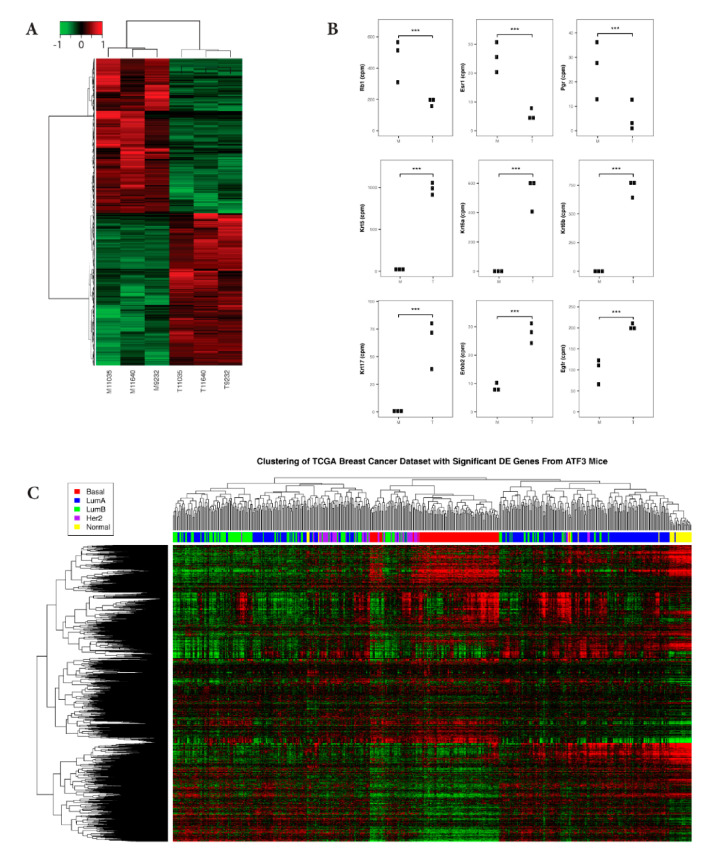
Gene expression patterns of ATF3-induced tumors are consistent with those of human basal-like breast cancer (BLBC). (**A**) Unsupervised hierarchical clustering and heatmap presentation of all DEGs were generated from three pairs of matched, adjacent, normal mammary glands (M) and mammary tumors (T) from BK5.ATF3 transgenic mice using the hclust and heatmap2 functions in R with gene expression values calculated using edgeR. Red represents upregulated genes and green represents downregulated genes. The expression values are log2 fold changes between tumor and adjacent normal tissues (fold change ≥ 2.0, FDR ≤ 0.05). (**B**) Dot plots showing the difference in expression of selected genes in BK5.ATF3 mice for both normal tissue (M) and tumor tissue (T). *** indicates a significance of FDR < 0.005. (**C**) Unsupervised hierarchical clustering and heatmap presentation comparing expression of 3979 differentially expressed genes (DEGs) identified in the BK5.ATF3 mammary tumors and their human homologs. The expression profiles for the 3979 genes in 547 human breast cancer samples representing Basal-like, LuminalA, Luminal B, Her2, and Normal-like subtypes were compared with the mouse DEGs. The colored bar across the top indicates the subtypes of the patient samples depicted in the figure key: Basal-like (red), LumA (blue), LumB (green), Her2 (purple), and Normal (yellow). The horizontal dendogram on the top represents the 547 patient samples, and the vertical dendogram on the left represents 3979 DEGs.

**Figure 2:**
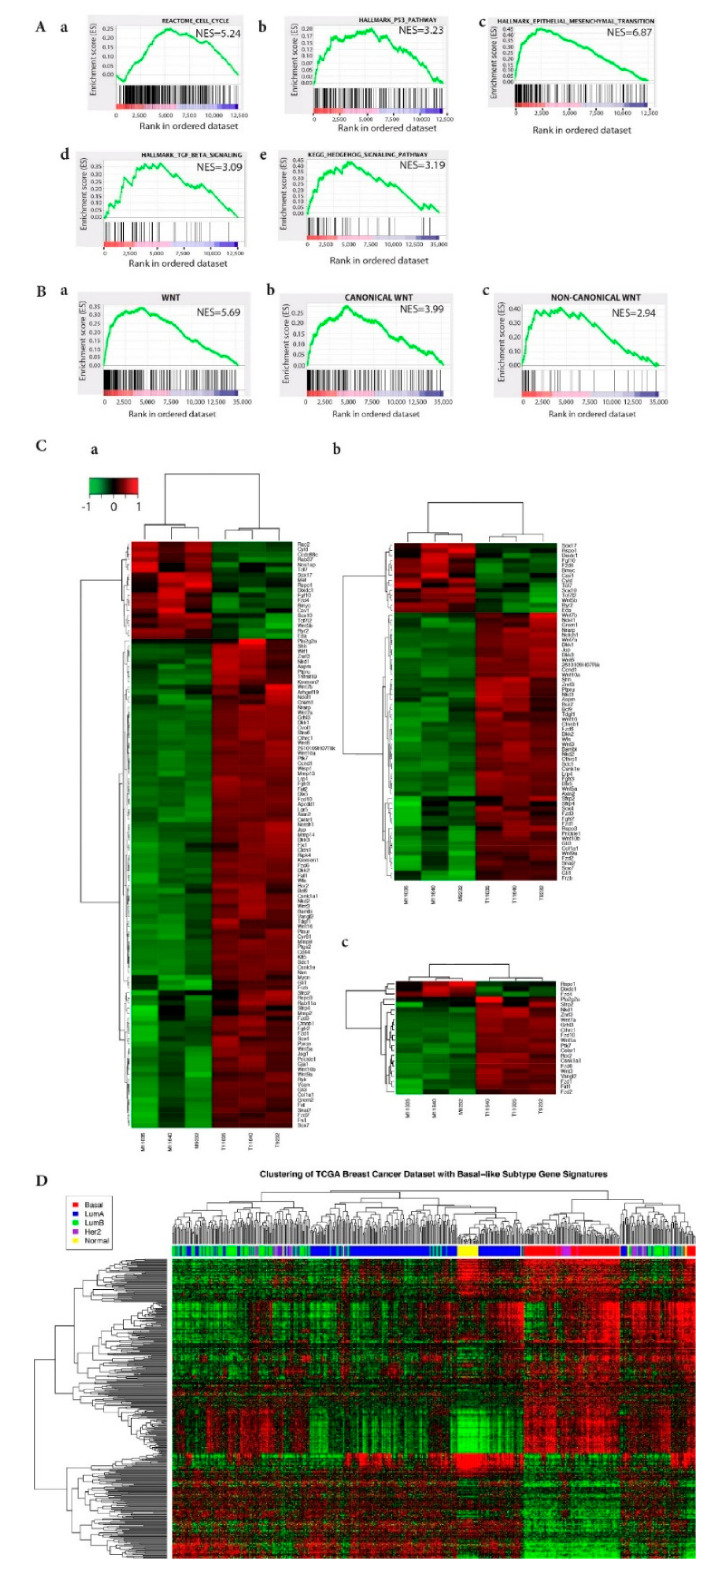
Signaling pathway signatures of ATF3-induced tumors are similar to those of human BLBC. (**A**) GSEA enriched gene sets cell cycle (a), p53 (b), EMT (c), TGF-beta (d), and Hedgehog signaling pathway (e). (**B**) GSEA enriched gene sets Wnt pathways (a), canonical Wnt pathway (b), and non-canonical Wnt pathway (c). (**C**) Heatmaps showing the expression of all Wnt pathway genes in BK5.ATF3 mice (a), expression of canonical Wnt genes in mouse tumors (T11035, T11640, T9232) and matched non-tumor, transgenic mammary gland tissue (M11035, M11640, M9232) (b), and expression of non-canonical Wnt genes, as in b (c). (**D**) Heatmap showing the expression of genes in common between the BK5.ATF3 mouse model and the GSEA-identified enriched genes from human basal-like breast cancer (BLBC) sample data contained in TCGA using the human biological process gene sets in Gene Ontology. For (**A**) and (**B**), the GSEA analysis was performed using GSEAPreranked (Subramanian, Tamayo et al. 2005) against gene sets from V5.1 of the Molecular Signatures Database (MSigDB). Gene pre-ranking was based on the *p*-value obtained from the edgeR analysis. For (**A**), gene sets are from V5.1 of the Molecular Signatures Database (MSigDB). For (**B**), the Wnt pathway gene set (a) was compiled based on GO Ontology, DAVID, the Wnt Homepage, and the scientific literature. The Wnt pathway gene set (a) was sub-categorized into canonical Wnt (b) and non-canonical Wnt (c) gene sets.

**Figure 3:**
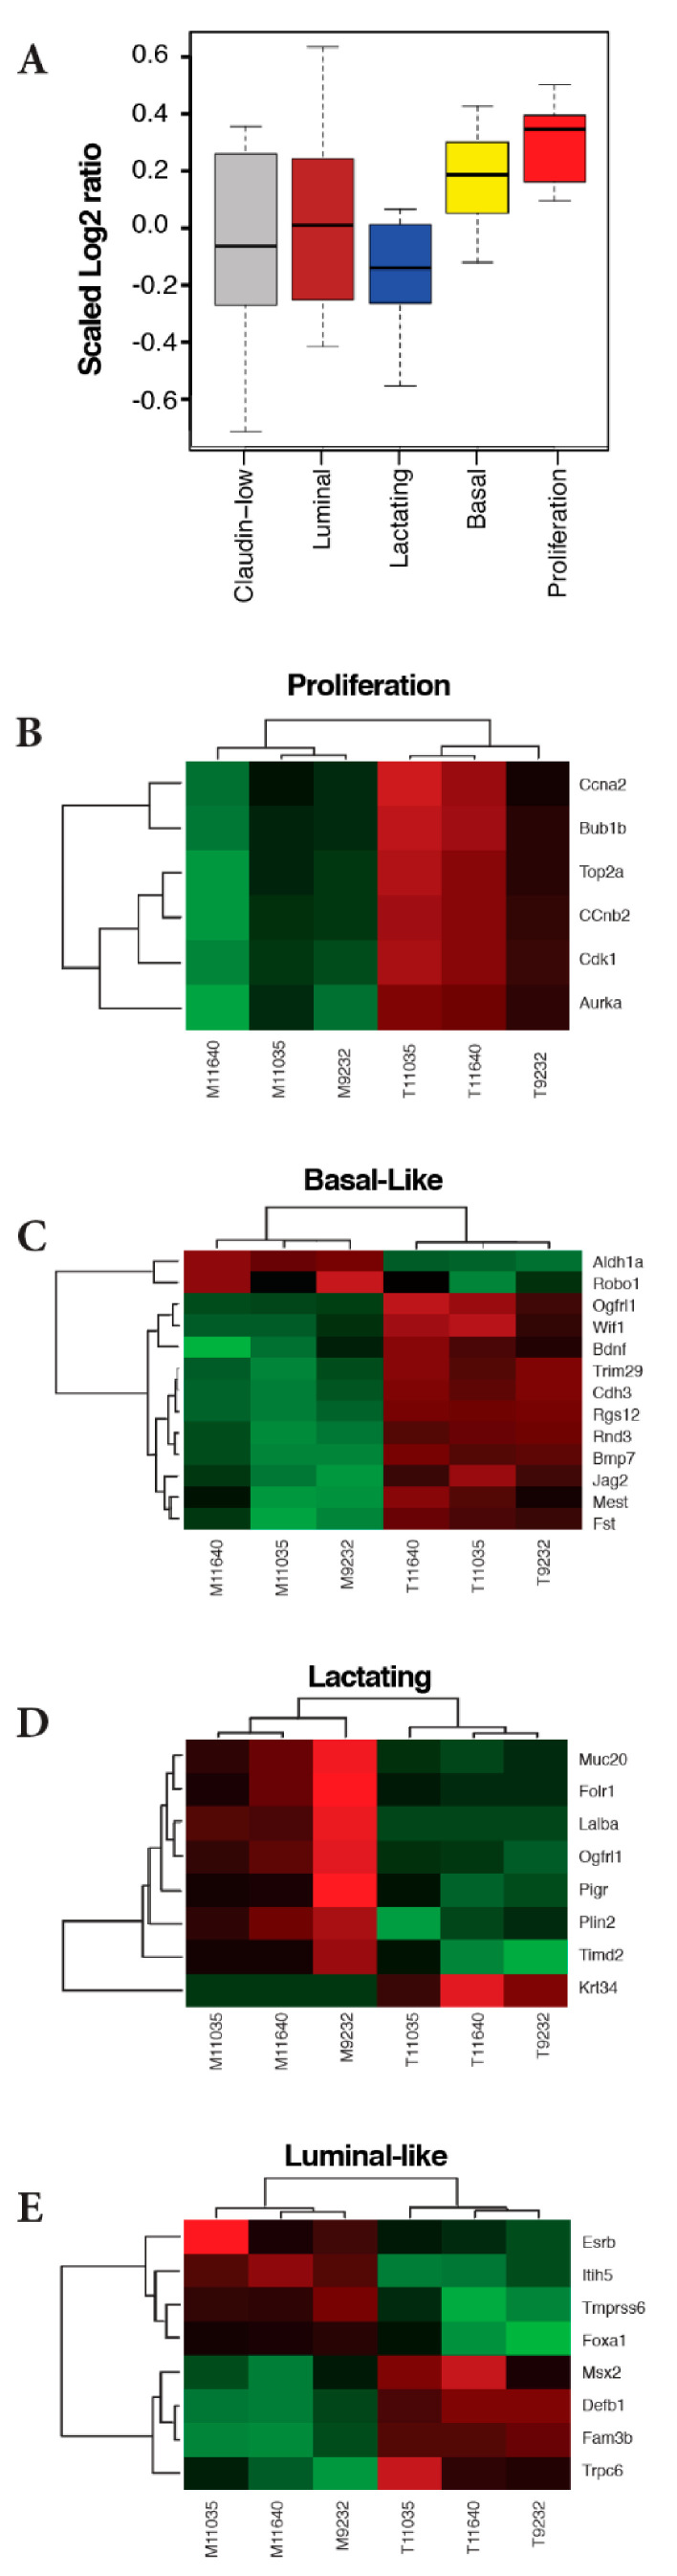
Comparison of BK5-ATF3 tumor data based on the expression of five intrinsic gene sets used to characterize murine models of breast cancer [22]. (**A**) Boxplot of expression log2ratio values for each mouse gene subtype signature (proliferation, basal-like, lactating, luminal, and claudin-low). The log2ratio values were from RNA-Seq and scaled so that the sum of squares in each subtype is 1.0. Only the proliferation and basal gene sets had average log2 ratios significantly different than zero (*p* < 0.05). (**B**–**E**) Heatmaps depicting four of the five gene sets. (**B**) Proliferation. (**C**) Basal-like. (**D**) Lactating. (**E**) Luminal-like. For the boxplots, all the genes of each subtype were used. For the heatmap, the significantly differential genes of each subtype in RNA-Seq were used.

**Figure 4:**
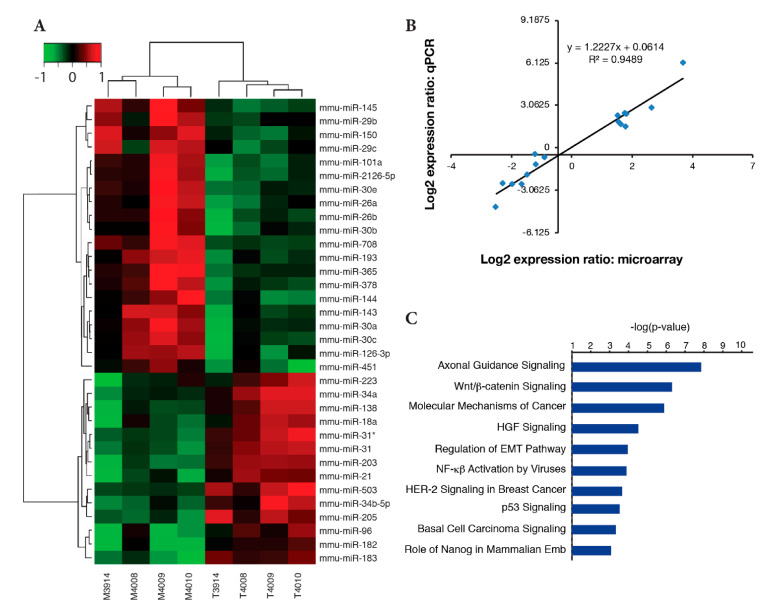
Identification and validation of differentially expressed miRNA genes. (**A**) Heatmap of 34 significantly differentially expressed miRNA genes between four pairs of matched tumors (T) and their adjacent mammary tissues (M) from ATF3-expressing mammary glands. (**B**) Correlation of gene expression between miRNA genes identified by a microarray and selected for validation with RT-qPCR assays using RNA from a total of six tumors and six paired, normal, mammary gland controls, including the four pairs used for the microarray experiments. (**C**) IPA analysis of the integrated mRNA and miRNA datasets.

**Figure 5:**
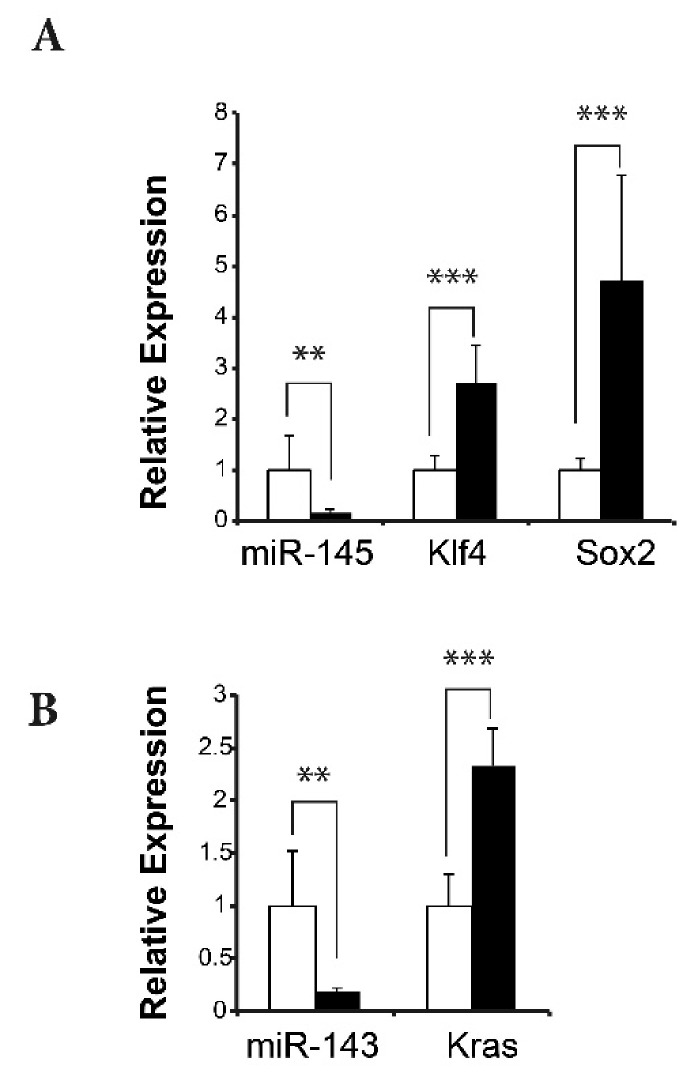
Expression of miR-145 and miR-143 and their downstream, stem cell-related gene targets in normal, transgenic mammary tissues (white) and ATF3-induced tumors (black). (**A**) Relative expression of miR-145 and the pluripotency factors *Klf4* and *Sox2*. (**B**) Relative expression of miR-143 and its target gene *Kras*. ** *p* < 0.05. *** *p* < 0.005.

**Figure 6:**
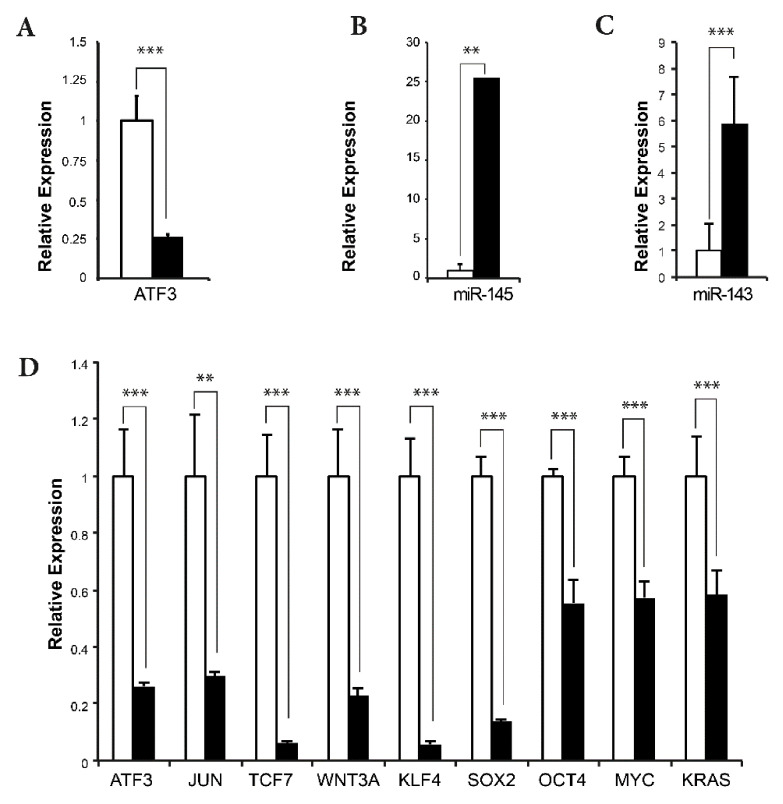
Effects of ATF3 knockdown on the expression of selected genes in the TNBC cell line MDA-MB-157 determined by RT-qPCR. (**A**) Plot showing the relative expression of *ATF3* in the presence of either a scrambled shRNA (white), or an ATF3 shRNA (black). (**B**) As in A, but for miR-145. (**C**) As in A, but for miR-143. (**D**) As in A but for *ATF3*, *JUN*, *TCF7*, *WNT3A*, *KLF4*, *SOX2*, *OCT4*, *MYC*, and *KRAS*. ** *p* < 0.05, *** *p* < 0.005.

## Data Availability

The datasets generated and analyzed for array and RNA-Seq in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) [57] and are accessible through GEO Series accession numbers GSE162793 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162793 (accessed on 1 December 2020)) and GSE162804 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162804 (accessed on 1 December 2020)).

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/5/2353/s1.

## Abbreviations

ATF3: activating transcription factor 3; BLBC: basal-like breast cancer; RNA-Seq: Ribonucleic acid sequencing; miRNA: microRNA; BK5: bovine cytokeratin-5; RT-qPCR: reverse transcriptase-quantitative polymerase chain reaction; FDR: false discovery rate; FC: fold change; IPA: Ingenuity Pathway Analysis; hclust: hierarchical clustering; GSEA: Gene Set Enrichment Analysis; PAM50: Prediction Analysis of Microarray 50; TCGA: The Cancer Genome Atlas Network; DE and DEGs: differentially expressed genes; EMT: epithelial mesenchymal transition; GO: Gene Ontology; TNBC: triple-negative breast cancer; MSigDB: Molecular Signatures Database; GEO: Gene Expression Omnibus.

# Supplementary material for: ATF3-Induced Mammary Tumors Exhibit Molecular Features of Human Basal-Like Breast Cancer
**Source:** Int J Mol Sci. 2021 Feb 26;22(5):2353. doi: 10.3390/ijms22052353
**Supplement:** Supplementary file 1

**Supplementary Table 1.** Differentially expressed miRNA genes

| **Gene Name**^a^ | **Differential Expression** | | |
| --- | --- | --- | --- |
|  | Fold Change by Microarray^b^ | Adjusted P-value^c^ | qPCR Validation^d^ |
| *Mir31* | 16.54 | 2.44 X 10^-15^ | 72.0 |
| *Mir203* | 8.95 | 3.44 X 10^-17^ |  |
| *Mir205* | 7.49 | 4.31 X 10^-15^ | 7.65 |
| *Mir31** | 6.66 | 7.07 X 10^-07^ |  |
| MIR34b-5p | 3.97 | 1.07 X 10^-06^ | 5.39 |
| *Mir96* | 3.89 | 4.81 X 10^-07^ | 2.90 |
| *Mir183* | 3.81 | 1.80 X 10^-09^ | 5.63 |
| *Mir138* | 3.51 | 4.27 X 10^-06^ |  |
| *Mir21* | 3.45 | 5.50 X 10^-12^ | 3.29 |
| *Mir503* | 3.44 | 2.33 X 10^-08^ |  |
| *Mir18a* | 3.22 | 2.44 X 10^-07^ | 3.77 |
| *Mir34a* | 3.18 | 6.31 X 10^-10^ | 4.99 |
| *Mir182* | 2.79 | 1.53 X 10^-05^ |  |
| *Mir223* | 2.42 | 6.90 X 10^-07^ |  |
| *Mir26b* | 0.40 | 8.25 X 10^-07^ |  |
| *Mir29b* | 0.37 | 1.34 X 10^-07^ |  |
| *Mir30a* | 0.36 | 1.12 X 10^-06^ |  |
| *Mir26a* | 0.36 | 9.24 X 10^-06^ |  |
| *Mir30e* | 0.35 | 1.30 X 10^-08^ |  |
| MIR126-3p | 0.34 | 1.72 X 10^-08^ |  |
| *Mir30c* | 0.32 | 1.87 X 10^-11^ | 0.26 |
| *Mir143* | 0.31 | 7.81 X 10^-12^ | 0.19 |
| *Mir30b* | 0.31 | 1.32 X 10^-11^ | 0.05 |
| Mir126-5p | 0.30 | 1.54 X 10^-07^ |  |
| *Mir145* | 0.29 | 8.34 X 10^-09^ | 0.17 |
| *Mir29c* | 0.25 | 4.28 X 10^-10^ |  |
| *Mir365* | 0.25 | 2.08 X 10^-07^ |  |
| *Mir144* | 0.25 | 1.80 X 10^-09^ |  |
| *Mir101a* | 0.24 | 8.34 X 10^-09^ |  |
| *Mir150* | 0.22 | 2.31 X 10^-08^ |  |
| *Mir378* | 0.22 | 3.49 X 10^-09^ | 0.16 |
| *Mir193* | 0.22 | 8.85 X 10^-11^ |  |
| *Mir451* | 0.18 | 8.85 X 10^-11^ | 0.17 |
| *Mir708* | 0.15 | 1.19 X 10^-11^ |  |

^a^microRNA gene names in mouse are based on nomenclature guidelines established by Desvignes et al. (Desvignes, Batzel et al. 2015).

^b^Fold changes are in log2ratio of miRNA between mammary tumor tissues over matched adjacent normal mammary glands.

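The microarray column of the supplement lists 34 miRNA genes. The 14 entries for upregulated genes run from 2.42 to 16.54 and the 20 entries for downregulated genes from 0.15 to 0.40, and 0 entries are negative. A log2 ratio is negative for a gene that is lower in the tumor, whereas a plain ratio of tumor to normal gland lies between 0 and 1. The microarray values themselves were not analysed here.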

^c^miRNAs were considered significantly differentially expressed if the adjusted p-value was <5X10-4.

^d^Fold changes by qPCR validation are also in log2ratio of tumor over adjacent normal.

How the deposited data were processed for this re-analysis (not part of the article)

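The re-analysis used the RNA-Seq data of 3 mammary tumors and the 3 matched normal, adjacent mammary glands of the same BK5.ATF3 transgenic mice (libraries M11035, M11640 and M9232 of the glands and T11035, T11640 and T9232 of the tumors). The labels name each library by its tissue and mouse, and each library was assigned to its condition from these labels. All 6 libraries were used, and 0 per-sample columns of the table were left out. The miRNA microarray, RT-qPCR and knockdown experiments, the human breast cancer data, the Ingenuity Pathway Analysis and the gene sets of the Molecular Signatures Database were not used here.

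According to the paper's methods, the authors mapped read pairs to the mouse genome (mm9) with TopHat, counted fragments per RefSeq gene with htseq-count and removed genes with fewer than 10 fragments across all samples. The authors deposited a normalized expression signal for each gene, in CPM, calculated by dividing the fragments on the gene by edgeR's effective library size. The deposited table holds 15280 genes, each with a gene symbol. Because the effective size differs from the plain total, the columns sum to between 952151 and 1041170 CPM and not to the same total in every library. In every library, 100% of the values were whole multiples of 1 step, so the fragments could be recovered by division. Normalization factors computed from the recovered fragments with edgeR's TMM method gave back the effective library size of the deposited values, with a ratio of 1 in each library.

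The depth was 4750989, 6127715 and 7372155 fragments on genes in normal glands M11035, M11640 and M9232, and 5116883, 7806908 and 6948233 in the tumors of the same mice. A floor of 3 fragments corresponds to 0.610, 0.496 and 0.410 CPM in these glands and to 0.558, 0.393 and 0.450 CPM in these tumors. A fold against a tissue whose 3 libraries were all at or under the floor was computed against the floor and is given as a lower bound. No 2 libraries of a tissue were copies of each other, since the lowest chi-square per degree of freedom between their fragments was 13.0.

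Genes were tested with limma 3.58.1 in R 4.3.3 on log2(CPM + 0.5), with a mean-variance trend and no block, and adjusted by the Benjamini-Hochberg method over all 15280 genes. A gene was called a DEG at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper's methods. The paper's minimum of 10 fragments removed 0 genes, since the lowest total was 11. The main test was chosen for CPM on a log scale. Because the columns do not sum to the same total, the unit was recorded as a signal, which takes the same test. Means and SDs are over 3 mice of the CPM.

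The 2 libraries of a mouse come from the same animal, so the mouse numbers pair the samples. Over 14712 genes with a mean of at least 1 CPM, the deviations of the tumor and the normal gland from their group means correlated with r = 0.107 in the mouse of T11035, 0.151 in the mouse of T11640 and 0.0168 in the mouse of T9232. The paper's text does not say whether the mouse was a term in its model. The fit without the block is therefore the one reported, and the fit with the block is an alternative.

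Gene sets were tested with limma's camera (preset inter-gene correlation of 0.01), with fry and with camera's estimated correlation. The 11 pathway lists were compiled by hand and cover the cell cycle, the p53 pathway, EMT, TGF-β, Hedgehog and Notch signaling, Wnt ligands, Wnt receptors, the canonical and non-canonical Wnt cascades, and TNFα via NF-κB. The 12 lists of cell type markers cover adipocytes, epithelial cells, hormone-sensing luminal cells, contractile cells, squamous cells, milk proteins, B cells, T cells, macrophages, neutrophils, endothelial cells and skeletal muscle. Another 5 lists were added after the values had been seen, for melanocytes, abundant epidermal transcripts, lymph node stroma, fibroblasts and EMT transcription factors. The median of a cell type list was set against 10000 random lists of the same size, matched on mean expression in 50 bins. Clustering followed the paper's methods (hclust, Euclidean distance, ward.D2).

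The genes named in the text follow a rule set beforehand. They are the genes the paper names, the 5 DEGs with the largest rise and the 5 with the largest fall among those with a mean of at least 1 CPM that moved the same way in all 3 mice, and the highest and lowest member of each list. Not every gene under this rule is used here. Other genes are named only in the closing section, with a statement that they were chosen after their values were seen. Gene positions were taken from the mm9 annotation (GENCODE vM1), which gave one for 583 of 586 named or listed genes. With BLAST 2.17.0, 585 of these genes had a protein-coding transcript that could be searched. Of these, 5 had a transcript of another gene that was at least 95% identical over at least 500 bp. Exons of 48 genes overlapped another gene of the table.

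The alternatives were pseudocounts of 0.1 and 1, a filter of at least 1 CPM in at least 3 libraries, no filter, rescaling to the same total or by median-of-ratios size factors, no trend, the mouse as a block, and each of the 6 libraries left out in turn. The recovered fragments were also tested with edgeR 4.0.16 (quasi-likelihood test with and without the block, and exact test) and with DESeq2 1.42.0. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Each test was tested on simulated data for 15274 genes with the real means and library sizes, in which 200 genes were changed by a fold of 4. The limma test recovered 195 of the 200 with 14 false calls, and the others recovered between 190 and 195 with 10 to 16 false calls. Of 2 planted lists of 40 genes, camera called 2 in the planted direction, and it did not call the random list. The simulated genes varied independently of each other, with a common dispersion of 0.0648 and no effect of the mouse. The simulation therefore does not show how often camera calls lists whose genes move together, as those of a pathway do.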

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

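The tests of explanations in this part were chosen only after the results were seen. The marker and pathway lists, the splits of the samples and the alternatives were chosen before the data were examined, except where a later choice is stated.

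Genes of squamous differentiation, which the paper does not discuss, were higher in the tumors. All 15 listed genes in the table were upregulated DEGs, with a median log2 fold change of 7.29, and of 6.21, 7.45 and 7.23 in the mice of T11035, T11640 and T9232. This median lay above those of all 10000 random lists matched on mean expression (percentile 100). Of the 15 genes, 7 were at or under the floor in all normal glands, 5 had a mean of at least 1 CPM there, and with the genes at the floor set to their lower bound the median was 7.48. The summed CPM of the list was between 22.0 and 24.4 in the normal glands and between 2314 and 4428 in the tumors. *Krt10* rose from 5.10 to 997 CPM and *Krt1* from 0.609 to 442 CPM (*Krt10* was chosen after its values were seen). A smaller share of adipocytes alone would raise the markers of every other cell type alike, yet the endothelial list had a median of -0.38. This argues against such an equal rise as the whole source. Fat lost together with its endothelial cells would not raise that list, so the value cannot exclude this loss. A shift of all genes by the scaling of the libraries would raise the endothelial list as well, and the same value argues against it as the whole source. Reads shared within the keratin and *Sprr* families are argued against by the other 9 genes of the list, whose median was 6.09. Skin taken along with the tumor cannot be told apart from squamous differentiation within the tumor. The later-added transcripts *Krt77*, *Krt2*, *Flg2* and *Lor*, which are abundant in epidermis, stood in the tumors at a median of 1.39% of *Krt10*, and without a skin library the share that skin would give is not known. The list of abundant epidermal transcripts, of which these are 4 of 6 members, had a median log2 fold change of 3.44 (3.62 with the lower bounds), and *Cd207*, a marker of Langerhans cells, fell by 1.09. Of the melanocyte list, only 2 of 7 genes were in the table, with a median of -0.17 (0.12 without normal gland M11035, -0.39 without normal gland M11640, -0.04 without tumor T11640 and -0.32 without tumor T9232). Squamous differentiation of the tumor cells stays open as a biological explanation and was not tested.

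Epithelial genes as a group, 17 of which also had a mean of at least 1 CPM in the normal glands, were higher in the tumors. All 18 listed genes had a higher mean on the log2 scale and 13 were upregulated DEGs, with a median log2 fold change of 1.75 (percentile 100), and of 1.98, 1.82 and 1.56 in the mice of T11035, T11640 and T9232. *Cldn3* had the lowest value, 0.10 (-0.31 without normal gland M11035 and -0.095 without tumor T9232). An equal rise of all other cell types from fewer adipocytes is argued against for the same reason (-0.38 for the endothelial list). So is a shift of all genes by scaling. Loss of fat together with its endothelial cells is not excluded by this value. The adipocyte list itself fell, with 16 of 16 genes downregulated and a median of -5.72 (-5.72, -6.06 and -5.00 in the 3 mice). A larger share of epithelial cells in the tumor than in the gland, a rise within these cells, or both, may explain it, and bulk tissue does not separate them. The paper names 1 gene of this list.

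Of the 6 neutrophil genes, 5 were upregulated DEGs, with a median log2 fold change of 2.03 (percentile 99.98, and medians of 1.73, 2.22 and 2.47 in the 3 mice). *S100a8* rose from 10.2 to 197 CPM, while *Retnlg* had a log2 fold change of -0.78 and was not called (adjusted p = 0.20, limma). All 6 genes had a mean of at least 1 CPM in the normal glands. Since *S100a8* and *S100a9* can also come from epithelial cells, the other 4 members were taken alone. Their median was 1.61 and 3 of the 4 were called, which argues against these 2 genes from other cells as the whole source. The value of the endothelial list (-0.38) argues against scaling, or an equal rise of all other cell types from fewer adipocytes, as the whole source. That value cannot exclude fat lost together with its endothelial cells. More neutrophils in the tumor tissue stay open as a biological explanation and were not tested.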

How the results depend on the processing

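The alternatives for the cell type lists were chosen only after the values had been seen. The number of DEGs ran from 3774 (without tumor T11640) to 4374 (without normal gland M9232) across the 6 fits that each left out 1 library, and from 4031 (pseudocount 1) to 4759 (edgeR's exact test on the recovered fragments) under the other alternatives, against 4309. Between 3675 and 4309 of the 4309 genes were shared with each alternative. The setting without a filter moved nothing, since no gene falls under the main filter, and the filter of at least 1 CPM in at least 3 libraries gave 4166 DEGs. No scaling moved the median log2 fold change of all genes by over 0.1 or the share of upregulated genes by over 10 percentage points. The libraries lay in the branch of their own tissue under every setting of the clustering.

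With the replicate block (the mouse as a block), 4298 genes were DEGs, of which 4194 were shared with the fit without it. Among the 196 named genes, the block changed the call of *Sfrp4*, which was then called (log2 fold change 1.84, adjusted p = 0.0174, limma), and of *Myh4*, also then called (-6.80, adjusted p = 0.0199, limma). It changed no other call in limma, of named genes or of gene lists. With edgeR's quasi-likelihood test with the block, *Msx2* and *Tmprss6* lost their calls (adjusted p = 0.0513 and 0.0589).

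The calls of the 11 pathway lists did not change with the pseudocounts, the filters, the scalings, the trend, the block or any library left out, and they did change with the test. With the inter-gene correlation estimated from the libraries, 9 lists lost their call. Their adjusted p was then 0.291 for the cell cycle, p53, Wnt receptor and TNFα lists, 0.210 for the EMT, TGF-β and Hedgehog lists, and 0.0954 for the Wnt ligand and canonical Wnt lists (camera). This estimate is itself made from 6 libraries and was as high as 0.571 for the cell cycle list. With fry, the Notch list (adjusted p = 0.0149) and the non-canonical Wnt list (adjusted p = 5.13e-04) were called as well. Fry tests a list by itself and camera tests it against the other genes.

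Of the 196 named genes, 159 kept their call and direction under all 18 alternatives and 37 did not. Over genes and settings, 86 calls were lost, 24 were gained and 7 directions were reversed, with 74 of the 86 losses in the fits that left out 1 library and so had fewer samples. The reversals were those of *Cldn3* and *Mrc1*, neither of which was called under any setting. *Cldn3*, at 0.10, was at -0.070 with edgeR's quasi-likelihood test, -0.065 with its exact test and -0.042 with DESeq2, and ran from -0.31 (without normal gland M11035) to 0.50 with 1 library left out, and was also negative without tumor T9232 (-0.095). *Mrc1*, at -0.17, ran from -0.76 to 0.14 with 1 library left out, and was positive without normal gland M11640 (0.10) or M9232 (0.14). The cause was not tested.

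The medians of the cell type lists kept their sign in all lists but the hormone-sensing and macrophage lists. The cause of the shifts that follow was not tested. The adipocyte median, -5.72, was -6.35 with pseudocount 0.1, -6.38 with the quasi-likelihood and exact tests, -6.41 with the quasi-likelihood test with block and -6.40 with DESeq2. The squamous median, 7.29, was 8.15 with pseudocount 0.1, 6.56 with pseudocount 1, 8.59 with the quasi-likelihood and exact tests, 8.64 with the block and 8.44 with DESeq2. The milk protein median, -4.66, was -7.48 with the quasi-likelihood and exact tests and -7.47 with DESeq2. The B cell median, -4.71, was -5.62 with the quasi-likelihood and exact tests, -5.56 with the block and -5.72 with DESeq2. The T cell median, -3.10, was -3.64 with pseudocount 0.1, -3.76 with the quasi-likelihood and exact tests and with DESeq2, and -3.67 with the block. The hormone-sensing median, 0.03, was 0.66 with the CPM filter and ran from -0.14 to 0.50 with 1 library left out (0.50 without normal gland M9232). The macrophage median, 0.61, ran from -0.015 (without normal gland M11035) to 0.92, and the epithelial median, 1.75, from 1.56 to 2.05. The skeletal muscle median, -3.62, was -6.17 with the quasi-likelihood test, -6.16 with the exact test, -5.79 with the quasi-likelihood test with block and -6.19 with DESeq2, and ran from -5.81 (without normal gland M9232) to -2.17 (without normal gland M11035).

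The depth limits what can be said of genes near the floor. For a gene at or under 3 fragments in a tissue, the fitted fold change depends on the pseudocount, so its fold is given as a lower bound. *Wnt3* and *Wnt10b*, with normal means of 0.237 and 0.508 CPM, had log2 fold changes of 4.35 and 4.38 with pseudocount 0.1, against 3.01 and 3.16.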

Differences from the paper's values

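The numbers of DEGs were within 1.5 times of the paper's in every setting. The paper's number of DEGs is 4739, with 2349 upregulated and 2390 downregulated, against 4309, 2212 and 2097 here. Of the alternatives chosen before the data were examined, edgeR's exact test on the recovered fragments came nearest, with 4759, 2364 and 2395. With the genes of 200 bp or shorter left out in addition, a setting chosen after seeing the values, the exact test gave 4743, 2352 and 2391.

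Fig. 3C shows *Robo1* lower and *Ogfrl1* higher in the tumors. Here *Robo1* was higher, with a log2 fold change of 1.98 (adjusted p = 3.82e-04, limma, and from 3.31e-11 to 0.00332 over the alternatives), and *Ogfrl1* was lower, with -2.41 (adjusted p = 0.0021, limma, and from 2.11e-09 to 0.0143 over the alternatives). Fig. 3D shows *Ogfrl1* lower in the tumors. Both genes kept their direction under all 18 alternatives. Read by eye, the line labelled *Ogfrl1* in Fig. 3C orders the tumors from high to low as T11640, T11035 and T9232, which is the order of *Robo1* here, while the line labelled *Robo1* orders them as neither gene does, so which gene each line shows is uncertain.

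Fig. 3E shows *Esrrb*, there spelled Esrb, among the DEGs. It was at least 2.29-fold lower in the tumors, which were at or under the floor, and was not called here (adjusted p = 0.0585, limma, over all genes). Adjusted over the luminal-like list alone, 4 genes were called downregulated, against 3 over all genes. *Esrrb* was also called over all genes with pseudocount 0.1 (adjusted p = 0.0442), without the trend (adjusted p = 0.0310), with edgeR's quasi-likelihood test without (adjusted p = 0.0431) and with the block (adjusted p = 0.0470), and with the exact test (adjusted p = 0.0125).

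Fig. 2C shows *Sfrp4* among the upregulated genes. It was not called here (log2 fold change 1.84, adjusted p = 0.0667, limma). It was called with the mouse as a block (adjusted p = 0.0174), without normal gland M11640 (adjusted p = 0.00862), with edgeR's quasi-likelihood test with the block (adjusted p = 0.0191) and with the exact test (adjusted p = 0.0343). It was not called under the other alternatives. Its log2 fold change was 1.04 without normal gland M11035 and 1.46 without tumor T11640 (adjusted p = 0.152 and 0.218, limma). With DESeq2 its adjusted p was 0.219.

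Fig. 1B marks its genes with an FDR under 0.005. *Pgr* and *Egfr* were DEGs here but did not reach that mark, with adjusted p = 0.0209 and 0.00561 (limma). *Pgr* reached it in 4 of 18 alternatives, with the block (adjusted p = 0.00438), without tumor T11035 (adjusted p = 0.00344), with the exact test (adjusted p = 0.00226) and with DESeq2 (adjusted p = 0.00498). *Egfr* reached it in 7, with rescaling to the same total (adjusted p = 0.00407), with the block (adjusted p = 0.00476), without normal gland M11035 or M11640 (adjusted p = 0.00377 and 0.00452), with the quasi-likelihood test with the block (adjusted p = 0.00471), with the exact test (adjusted p = 4.92e-04) and with DESeq2 (adjusted p = 3.47e-04).

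The paper states that the Notch pathway and the non-canonical Wnt pathways were enriched. With the lists compiled here, which are not the paper's gene sets, neither passed the threshold with camera (adjusted p = 0.144 and 0.265). Both did with fry (adjusted p = 0.0149 and 5.13e-04).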

Other observations

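The tests of explanations in this part, the added lists and the alternatives for the cell type lists were chosen only after the results were seen. So was the comparison of the row order. The counts over other splits of the samples, the tests of genes that the paper names and the 12 cell type lists were chosen beforehand.

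The 6 libraries can be split into 3 and 3 in 10 ways, of which 4, the real one included, part the tumor from the gland of every mouse and 6 part 1 mouse. For the number of DEGs, 1 of the 10 splits gave a result as large as the real split, the real one itself. The other 9 gave 0 DEGs, with between 34 and 309 genes at an unadjusted p of at most 0.05, against 7603 in the real split. For the pathway lists, a smaller camera p was less particular to the real split, because a list can also separate other groupings of these libraries. For the cell cycle, the smallest unadjusted p of another split was 6.49e-23, against 1.01e-08 in the real one (camera, preset correlation). For TNFα via NF-κB these were 1.87e-08 and 4.10e-06, and for EMT 2.76e-16 and 1.09e-15 (camera). A small camera p at the preset correlation therefore does not by itself show a difference between tumor and gland. Counting the real split, 1 of the 10 splits gave a p as small for TGF-β signaling, for the Wnt ligands and for the canonical Wnt cascade, 2 for the p53 pathway and for EMT, 3 for Hedgehog signaling, the Wnt receptors and the non-canonical Wnt cascade, 4 for the cell cycle and for TNFα via NF-κB, and 5 for Notch signaling. Of the 4 splits that part every mouse, 1 gave a p as small for the 3 lists with 1 of 10 and for the Wnt receptors, 3 for Notch signaling and 2 for the other lists. With 10 splits the share cannot be under 0.1, so these counts cannot exclude a grouping by chance.

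Further genes that the paper's text or figures name had the following values in these libraries. *Atf3* was at 11.7 ± 9.58 CPM (SD, n = 3) in the normal glands and 17.0 ± 3.18 CPM in the tumors and was not called (log2 fold change 0.80, adjusted p = 0.223, limma). It was higher in the tumor in 2 of 3 mice, and without normal gland M9232 it was called (log2 fold change 1.41, adjusted p = 0.00804, limma, against adjusted p up to 0.594 with another library left out). *Klf4* was a DEG (log2 fold change 2.62, adjusted p = 4.91e-04, limma), as were *Cd44* (2.46, adjusted p = 9.75e-06, limma) and *Itga6* (1.61, adjusted p = 1.51e-04, limma), each higher in all 3 mice. *Myc* rose by 0.59 (adjusted p = 0.0218, limma), under the FC threshold, and was called under no setting. Its adjusted p was 0.0577 without normal gland M11640, 0.0703 without tumor T11035 and 0.0839 without tumor T11640 (limma). *Tcf7* had a log2 fold change of -1.34 (adjusted p = 0.0221, limma) and lost its call without normal gland M11035, tumor T11035 or tumor T9232 (-0.92, -1.34 and -1.10). *Cd24a* rose by 1.05 (adjusted p = 0.0244, limma) and lost its call under 8 alternatives, among them the fits without normal gland M11035, normal gland M11640, tumor T11640 or tumor T9232 (0.88, 0.83, 1.02 and 0.92). *Sox2*, *Pou5f1*, *Wnt3a*, *Mir143* and *Mir145* were not in the deposited table and so could not be analysed here. Absence can mean fewer than 10 fragments across all samples, the authors' limit, but the reason is not given.

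Besides the lists described above, the milk protein list had a median log2 fold change of -4.66 (-5.35 with genes at the floor set to their lower bound), with 7 of 8 genes downregulated. Its medians were -2.89, -3.57 and -7.92 in the mice of T11035, T11640 and T9232, and its summed CPM in their normal glands was 3382, 5202 and 52993. The contractile list (smooth muscle and myoepithelial genes) had a median of -1.35 with 1 gene upregulated and 6 downregulated of 12. The hormone-sensing luminal list had a median of 0.03 with 3 of 10 genes called in each direction, and it ran from -0.14 without tumor T11035 to 0.50 without normal gland M9232. It was also under 0 without normal gland M11035 (-0.09) and tumor T9232 (-0.13), and was 0.0048 without normal gland M11640 and 0.16 without tumor T11640. The macrophage list had a median of 0.61 with 0 of 8 genes called, -0.015 without normal gland M11035 and 0.38 without tumor T9232. The endothelial list had 2 of 8 genes downregulated and 0 upregulated.

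Lymphocyte genes were lower in the tumors. All 8 B cell genes and all 8 T cell genes were downregulated DEGs, with median log2 fold changes of -4.71 and -3.10 (-4.89 and -3.18 with genes at the floor set to their lower bound). The summed CPM of the B cell list was between 313 and 764 in the normal glands and between 9.29 and 12.1 in the tumors. Mammary fat pads hold a lymph node, so 1 candidate explanation is lymph node tissue within the normal gland samples. The added list of lymph node stroma had a median of -2.37 (-2.35 with the lower bound), but only 4 of its 7 genes were in the table, *Glycam1* is also a milk protein gene, and *Ccr7* is also made by lymphocytes. Lymph node tissue and lymphocytes dispersed in the gland therefore cannot be told apart here.

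Skeletal muscle genes had a median log2 fold change of -3.62 (-4.43 with genes at the floor set to their lower bound) that rested on 2 of the mice, and 2 of its 8 genes were downregulated DEGs (0 when adjusted over the list alone). The medians were -6.41, -5.60 and 0.68 in the mice of T11035, T11640 and T9232, and -2.17 without normal gland M11035 and -5.81 without normal gland M9232. The summed CPM was 4213, 1596 and 5.47 in these normal glands and between 9.44 and 21.4 in the tumors. Muscle taken along with some normal glands predicts that the list moves as a block, and 8 of its 8 genes had their lowest normal gland value in M9232. The sums had already shown M9232 as the lowest gland, so this count is not an independent test. Such an admixture stays open. *Myh4*, at 2779, 1107 and 0.958 CPM in the normal glands, was not called without the block (log2 fold change -6.80, adjusted p = 0.0557, limma) and was called with it (adjusted p = 0.0199, limma). It was also called without normal gland M9232, with both quasi-likelihood tests and the exact test of edgeR and with DESeq2, and its adjusted p ran from 1.96e-05 to 0.171 over all alternatives (limma, edgeR or DESeq2).

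The rises of *Erbb2* and *Egfr* were set against the epithelial list, since a larger share of epithelial cells in the tumor could raise any gene expressed in them. The log2 fold change of *Erbb2* minus the median of that list was -0.11, and that of *Egfr* was -0.68. Of the 18 epithelial genes, 10 rose more than *Erbb2* and 13 more than *Egfr*, so a larger epithelial share may account for these 2 rises.

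The EMT list holds many genes of the extracellular matrix that fibroblasts also express, and a larger share of fibroblasts in the tumor is 1 candidate explanation of its rise. The added fibroblast list had a median log2 fold change of 0.059. It moved to -0.42 without normal gland M11035, 0.44 without normal gland M11640, 0.035 without tumor T11640 and 0.11 without tumor T9232. Its members went both ways, with 2 of 10 genes upregulated and 2 downregulated (1 and 2 when adjusted over the list alone), so the explanation cannot be told apart from a change within other cells. The added list of 6 EMT transcription factors had a median of 0.93, with 3 upregulated, *Zeb1* downregulated and 2 not called.

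The genes of the deposited table are sorted in an order that the table does not explain. With edgeR's exact test without a block on the recovered fragments, 92.5% of genes lay within 5 ranks of their place by p. With the other settings compared, the share was at most 1.01%. The order is consistent with sorting by the p of an unpaired exact test, and no biological explanation applies.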
